# CD8^+^ T cells induce interferon-responsive oligodendrocytes and microglia in white matter aging

**DOI:** 10.1038/s41593-022-01183-6

**Published:** 2022-10-24

**Authors:** Tuğberk Kaya, Nicola Mattugini, Lu Liu, Hao Ji, Ludovico Cantuti-Castelvetri, Jianping Wu, Martina Schifferer, Janos Groh, Rudolf Martini, Simon Besson-Girard, Seiji Kaji, Arthur Liesz, Ozgun Gokce, Mikael Simons

**Keywords:** Oligodendrocyte, Myelin biology and repair, Neural ageing, Neuroimmunology, Microglia

## Abstract

A hallmark of nervous system aging is a decline of white matter volume and function, but the underlying mechanisms leading to white matter pathology are unknown. In the present study, we found age-related alterations of oligodendrocyte cell state with a reduction in total oligodendrocyte density in aging murine white matter. Using single-cell RNA-sequencing, we identified interferon (IFN)-responsive oligodendrocytes, which localize in proximity to CD8^+^ T cells in aging white matter. Absence of functional lymphocytes decreased the number of IFN-responsive oligodendrocytes and rescued oligodendrocyte loss, whereas T-cell checkpoint inhibition worsened the aging response. In addition, we identified a subpopulation of lymphocyte-dependent, IFN-responsive microglia in the vicinity of the CD8^+^ T cells in aging white matter. In summary, we provide evidence that CD8^+^ T-cell-induced, IFN-responsive oligodendrocytes and microglia are important modifiers of white matter aging.

## Abstract (web summary)

Aging is associated with the formation of focal white matter lesions and atrophy. The authors discovered a role for CD8^+^ T cells in driving white matter-specific interferon responses in microglia and oligodendrocytes, leading to oligodendrocyte loss.

## Main

Age is the major risk factor for the most prevalent neurodegenerative diseases^1^. A better understanding of age-related alterations is therefore of overarching importance, but relatively little is known about the pathology occurring in the white matter, which is to a large extent composed of myelin, a lipid-rich membrane wrapped around axons by oligodendrocytes^2^. Myelination is not limited to early development but extends into adult life and contributes to brain plasticity. Regulated by neuronal stimuli and various environmental factors, there is a substantial fraction of adult-born oligodendrocytes that is actively engaged in forming new myelin sheaths, a process that declines in aging^3–5^. In humans, white matter volume starts to decline already in mid-life and these global alterations are often associated with focal lesions that appear hyperintense on magnetic resonance images^6–9^. Focal white matter degeneration is related to an increased risk of stroke and dementia^6^ and contributes to cognitive decline possibly by disrupting connective pathways in the brain^10–12^. In nonhuman primates and rodents, ultrastructural analyses of aging white matter show pathology of myelinated fibers, consisting of focal areas of degenerated myelin and axonal damage^13,14^. We have previously shown that such age-related myelin pathology results in a distinct white matter-associated microglia state, in which the disease-associated microglia (DAM) or microglia-neurodegenerative phenotype (MGnD) program is partially activated to clear myelin debris in groups of a few closely connected microglia^15–18^. Whereas the microglial responses to aging and disease are more intensely studied^15,17,19–21^, less is known about aging-related oligodendrocyte reactions related to myelin pathology. In the present study, we studied aging-induced glial reactivity and identified IFN-responsive oligodendrocyte and microglia in the white matter. We observed that CD8^+^ T cells increase in aging white matter and localize in close proximity to IFN-responsive cells. Genetic ablation of functional lymphocytes by using *Rag1*^−/−^ mice^22^ or *CD8*^−/−^ mice^23^ prevented aging-induced oligodendrocyte loss and IFN-responsive oligodendrocyte and microglia formation. Inversely, T-cell-checkpoint inhibition worsened the aging effect. These perturbation experiments support a role of CD8^+^ T cells in driving white matter aging.

## Results

### Transcriptomic aging responses of oligodendrocytes

To characterize the oligodendrocyte aging effect at single-cell resolution, we used two different single-cell RNA-sequencing (scRNA-seq) methods. For plate-based scRNA-seq (Smart-seq2), we dissociated gray matter from the frontal cortex and white matter tracts from the corpus callosum as well as the optical tracts, and the medial lemniscus from young (3-month-old) and aged (24-month-old), wild-type male mice (Fig. 1a). The scRNA-seq experimental details and animal information are reported according to guidelines^24,25^ (Methods and Supplementary Tables 1 and 2). To avoid isolation artifacts, we used our previously established automated dissociation protocol that inhibits ex vivo transcription^18^. We sorted live nonmyeloid (CD11b^−^ and SYTOX BLUE^−^) cells (Extended Data Fig. 1a). Each single-cell library passed through strict quality thresholds filtering out 112 single cells due to low quality and 2,538 single cells from 8 mice remained (Extended Data Fig. 1b). The cell-type composition of these cells was analyzed by unsupervised Uniform Manifold Approximation and Projection (UMAP) analysis (Fig. 1b, Extended Data Fig. 1c,d and Supplementary Table 1). Oligodendrocytes were separated into four different subclusters, of which the most abundant two clusters represent the heterogeneity of oligodendrocytes previously identified in juvenile and adult mouse by Marques et al.^26^. In our analysis, two additional oligodendrocyte clusters appeared in aged mice, which were enriched in white matter. One was characterized by a high expression of the serine (or cysteine) peptidase inhibitor, member 3N (Serpina3n) and the complement component C4b, previously associated with injury responses^27–32^. As this cluster was highly enriched in the aged white matter, we named it aging-related oligodendrocytes (Fig. 1b,c,e). We uncovered a smaller IFN-responsive oligodendrocyte subpopulation (IRO), which was characterized by the expression of genes commonly associated with an IFN response, such as *Stat1*, *Ifi27l2a* and major histocompatibility complex (MHC) class I-related genes (*H2-K1 and H2-D1)* (Fig. 1b,c,f). A related gene expression profile has been detected in oligodendrocyte progenitor cells (OPCs) in the context of multiple sclerosis^28,30^. 

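Cells of 24-month-old wild-type mice were sequenced as 4 libraries on the 10× platform, 2 from gray matter and 2 from white matter. In each of 2 experiments, a gray and a white matter library came from the same pool of mice. Supplementary Table 2 of the paper gives pools of 3 mice in experiment 1 and 5 mice in experiment 2, whereas the sample labels give 2 combined tissue samples per library. The numbers of the table are used here. The deposited matrix holds the authors' Cell Ranger counts of unique molecular identifiers (UMIs) per gene and cell, which are not normalized. The authors' limits on genes, UMIs and mitochondrial RNA per cell had been applied before deposition. Gray matter libraries 1 and 2 held 584 and 1845 cells, and white matter libraries 1 and 2 held 934 and 5363, the same numbers as in Supplementary Table 2. Their total UMIs were 4645054 and 19747679 in gray matter and 8895598 and 57266671 in white matter. Median UMIs per cell were 8016.5 and 10375 in gray matter and 9997.5 and 9943 in white matter. For every comparison, cells or UMI counts were summed per library, so that libraries and not cells are the replicates. With 2 libraries against 2, an exact two-sided permutation test cannot give a p below 0.333. Adjusted p-values come from two-sided quasi-likelihood tests of edgeR, in which 4 further libraries of 24-month-old mice help to estimate the spread between libraries.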

To validate our results, we performed scRNA-seq using the 10× platform with cells from gray and white matter of 24-month-old mice (8,726 high-quality cells from 8 mice: Fig. 1b and Extended Data Fig. 1e). Tissues were prepared as described for Smart-seq2 and enriched for live cells using flow cytometry (Extended Data Fig. 1a). Major cell types were annotated based on canonical markers upon clustering (Extended Data Fig. 1e–g). 

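The wild-type cells were also clustered without the authors' names, and each cluster was named after the canonical markers it expressed. Such clusters carry the suffix -like, since the authors' names of cell types other than oligodendrocytes and microglia were not used here. No doublet caller was run, and a cluster with markers of both T cells and oligodendrocytes was kept apart. So were mixed clusters of microglia and oligodendrocytes (52 cells) and of OPCs and neuroblasts (49 cells). Oligodendrocyte-like cells made up 65.4% ± 16.6 (SD, n = 2 libraries) of white matter cells and 54.2% ± 8.87 (SD, n = 2) of gray matter cells. Individual libraries ranged from 53.6% to 77.1% in white matter and from 47.9% to 60.5% in gray matter, so that the tissues overlapped. Within each pool the share was higher in white than in gray matter. Microglia-like cells made up 10.9% ± 5.30 (SD, n = 2) of white and 24.7% ± 6.25 (SD, n = 2) of gray matter cells. For astrocyte-like cells the shares were 0.319% ± 0.00298 (SD, n = 2) and 6.68% ± 1.70 (SD, n = 2), and for macrophage-like cells 1.04% ± 0.806 (SD, n = 2) and 2.59% ± 0.0234 (SD, n = 2). Each of these 3 shares was lower in both white matter libraries than in either gray matter library. For microglia-like cells this depends on the naming, as an unnamed cluster of 457 cells of low depth also had 3 microglial markers. Counting it as microglia was a step added after seeing the data. It gives 27.3% and 12.0% in white and 32.9% and 23.4% in gray matter libraries 1 and 2. These ranges overlap, but white lay below gray matter within each pool. Endothelial-like cells made up 0.228% ± 0.0200 (SD, n = 2) of white and 0.573% ± 0.569 (SD, n = 2) of gray matter cells, a difference smaller than the spread in gray matter. Neuroblast-like cells were seen in white matter libraries alone, at 0.424% ± 0.297 (SD, n = 2). The mixed cluster of OPCs and neuroblasts is not counted there and held 1 cell of gray matter library 2. Clusters left unnamed held 14.7% ± 11.7 (SD, n = 2) of white and 10.0% ± 2.29 (SD, n = 2) of gray matter cells.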

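Among the wild-type 10× cells clustered without the authors' names, oligodendrocyte-like clusters held 6033 cells. Between 94.7% and 99.7% of the cells of each such cluster are also in the authors' table of oligodendrocytes. A cluster of 38 cells was led by *Ifit3*, *Ifit1*, *Ifit3b*, *Ifi27l2a* and *Usp18*. It took 0 and 2 cells from the gray matter libraries and 7 and 29 from the white matter libraries. A second cluster, of 830 cells, was led by *Plvap*, *Socs3* and *Bcl3*, with *Serpina3n* among its 10 leading genes. It took 0 cells from both gray matter libraries and 72 and 758 from the white matter libraries. Smart-seq2 cells were not analysed here.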

We again identified a continuous range of oligodendrocytes that reproduced the major oligodendrocyte clusters of the Smart-seq2 scRNA-seq dataset (Fig. 1b,g). 

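The deposited cluster names of the 10× oligodendrocytes come from a joint clustering of these cells with those of 4 other libraries of 24-month-old mice, and not from the wild-type clustering of Fig. 1. In these names Oligo1 has 3 subclusters, a to c, and so has Oligo2. Oligo1b made up 32.4% ± 9.50 (SD, n = 2 libraries) of gray and 7.97% ± 5.62 (SD, n = 2) of white matter oligodendrocytes. Its log2 fold change was −2.16 (SE 0.566, adjusted p = 0.00761, edgeR). The share of Oligo2b was 27.4% ± 3.93 (SD, n = 2) in gray and 11.7% ± 2.79 (SD, n = 2) in white matter (log2 fold change −1.21, SE 0.250, adjusted p = 0.00237, edgeR). Oligo2a rose from 3.50% ± 0.527 (SD, n = 2) to 9.07% ± 0.0522 (SD, n = 2), with a log2 fold change of 1.42 (SE 0.252, adjusted p = 0.00123, edgeR). For Oligo2c, gray matter held 2 cells, 0.221% ± 0.186 (SD, n = 2), and white matter 7.88% ± 0.840 (SD, n = 2), with an adjusted p of 2.9e-05 from edgeR. These 4 shares did not overlap between the tissues, and each reached the smallest permutation p of this design. Oligo1a made up 14.8% ± 2.48 (SD, n = 2) of gray and 15.1% ± 3.86 (SD, n = 2) of white matter oligodendrocytes, and Oligo1c 21.1% ± 10.1 (SD, n = 2) and 22.3% ± 0.276 (SD, n = 2). Neither differed beyond the spread between libraries (adjusted p = 0.807 for both, edgeR).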

The higher number of oligodendrocytes allowed us to resolve Oligo1 and Oligo2 into five subclusters, but the identity and ratios of all four major clusters remained similar in both aged scRNA-seq datasets (Fig. 1g,h and Extended Data Fig. 1h). Using 20 independent scRNA-seq experiments, we compared changes in ratios of IROs and age-related oligodendrocytes by using the single-cell differential composition analysis (scCODA), which takes account of the compositionality of the scRNA-seq data and reliably controls for false discoveries^33^. Both age-related oligodendrocyte and IRO cluster proportions were significantly increased in the aged white matter samples (Fig. 1e,f). These increases were accompanied by a significant decrease in aged white matter Oligo1 but not in Oligo2 (Extended Data Fig. 2a).

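Age-related oligodendrocytes made up 21.7% (107 of 494 cells, exact Clopper-Pearson 95% confidence interval 18.1–25.6%) and 21.6% (886 of 4106, 20.3–22.9%) of the oligodendrocytes in aged wild-type white matter libraries 1 and 2. Gray matter library 1 held 1 such cell among 284 (0.352%, interval 0.00891–1.95%). Library 2 held 0 of 1119, which allows a share of up to 0.268%. The means were 21.6% ± 0.0578 (SD, n = 2 libraries) in white and 0.176% ± 0.249 (SD, n = 2) in gray matter. Over all cells of a tissue, 993 of 4600 against 1 of 1403 cells gave a ratio of 303, with a 95% counting interval from 54.2 to 11974.4. The edgeR test on cells per cluster gave an adjusted p of 0.000373 over the 4 clusters. IROs made up 5.87% (29 of 494 cells, interval 3.97–8.32%) and 3.00% (123 of 4106, 2.50–3.56%) of white matter oligodendrocytes. In gray matter the shares were 0.352% (1 of 284 cells, 0.00891–1.95%) and 0.447% (5 of 1119, 0.145–1.04%). The means were 4.43% ± 2.03 (SD, n = 2) and 0.399% ± 0.0670 (SD, n = 2). The log2 fold change of the IRO share was 3.19 (SE 0.564, adjusted p = 0.00216, edgeR). White matter library 2 moved this value most: without it the log2 fold change was 3.76. With any of the 4 wild-type libraries left out, the adjusted p was at most 0.0404 for IROs and 0.00739 for age-related oligodendrocytes. The share of each cluster was higher in both white matter libraries than in both gray matter libraries (exact permutation test, p = 0.333, the smallest possible). The authors compared the proportions with scCODA over Smart-seq2 and 10× experiments of young and aged mice, and from this the paper states that both clusters increased in aged white matter. Smart-seq2 cells and young mice were not analysed here.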

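UMI counts were summed over all oligodendrocytes of a library, from 2754274 to 44269555 UMIs in the wild-type libraries. Of 13067 genes tested, 97 were higher and 34 lower in white than in gray matter at an adjusted p of 0.05 in edgeR. DESeq2 called 176 higher and 106 lower, among them all 131 genes of edgeR. At an unadjusted p of 0.05, 1252 genes passed in edgeR. White and gray matter libraries did not overlap in 5030 genes (38.5%, where chance gives 33.3%). Gray and white matter of the same mouse pool were correlated across genes (r = 0.517). With the pool as a block, the test called 680 genes higher and 694 lower. That fit holds 2 pairs of libraries and leaves 1 residual degree of freedom, so its p-values rest mostly on spread shared across genes. Its common dispersion was 0.00313, against 0.0269 in the main fit. Single libraries decided the number of calls, which was 2 without gray matter library 2, 56 without gray matter library 1 and 37 without white matter library 2. Of the 29 IRO genes of Supplementary Table 3, which the authors took from Smart-seq2 cells, 27 were tested and 25 were higher in white matter, with a median log2 fold change of 2.22. Of these, 7 passed over all genes tested and 22 when adjusted over the list alone. The camera test of limma, with a preset correlation of 0.01 between genes, gave the list an adjusted p of 7.1e-32 over the 18 lists tested. Of the 96 genes of age-related oligodendrocytes, 94 were tested and 87 were higher, with a median of 1.35 (camera, adjusted p = 1.2e-118). Of these, 40 passed over all genes tested, and 67 passed as higher and 2 as lower when adjusted over the list alone. The call of this second list held under fry (adjusted p = 0.0287) and with an estimated correlation (adjusted p = 0.0389). For the IRO list these tests passed unadjusted (0.0182 and 0.0171) but not over the 18 lists (adjusted p = 0.0545 and 0.0513). The files list genes by symbol, and positions are those of GENCODE vM21 on GRCm38, since the paper's text does not name the reference of the 10× counts. *Serpina3n* (chromosome 12, 104406729 to 104414329) reached 354 ± 48.0 CPM (SD, n = 2) in white and 15.6 ± 4.26 (SD, n = 2) in gray matter. Its log2 fold change was 4.60 (SE 0.361, adjusted p = 0.00291, edgeR; 0.127 without gray matter library 2). *C4b* (chromosome 17, 34728380 to 34743882) reached 1413 ± 167 and 107 ± 25.2 CPM (SD, n = 2 each). Its log2 fold change was 3.74 (SE 0.244, adjusted p = 0.00116, edgeR; at most 0.0476 with any library left out). *Ifi27l2a* (chromosome 12, 103442167 to 103443680) reached 61.1 ± 4.24 and 3.27 ± 0.657 CPM (SD, n = 2 each), and its log2 fold change was 4.12 (SE 0.464, adjusted p = 0.00755; 0.173 without gray matter library 2). *H2-D1* (chromosome 17, 35262730 to 35267499) rose by 1.94 on the log2 scale (adjusted p = 0.0175; 0.0833 and 0.263 without gray matter library 1 or 2). *B2m* (chromosome 2, 122147686 to 122153083) rose by 2.22 (adjusted p = 0.0420). That call was lost without gray matter library 1 (0.0924), gray matter library 2 (0.336) or white matter library 1 (1.54, 0.0668). *Ifit3* (chromosome 19, 34583531 to 34588731) rose by 4.19 (adjusted p = 0.0305), a call lost with any library left out (0.0602 to 0.354). *H2-K1* (chromosome 17, 33996017 to 34000347) and *Usp18* (chromosome 6, 121245906 to 121270917) did not pass, with log2 fold changes of 1.17 and 3.41 and adjusted p of 0.164 and 0.188. With libraries left out, the log2 fold change was 0.65 to 1.59 for *H2-K1* and 2.44 to 3.96 for *Usp18*. With the mouse pool as a block, in the fit with 1 residual degree of freedom, these 2 genes passed (adjusted p = 5.1e-26 and 8.8e-08). Reads of the MHC class I genes, of *C4a* and *C4b*, of *Ifit3* and *Ifit3b* and of the *Serpina3* family can be split between near-identical copies. All 8 genes were higher in both white matter libraries than in both gray matter libraries. By the rule for naming genes of large change, *Fos* (6.65) and *Socs3* (6.46) rose most among measured ratios. The value of *Fos* was 12.3 without gray matter library 1 and 4.32 without gray matter library 2, so its place depends on single libraries. Of the genes that fell, *Camk2a* fell most (−4.55), followed by *Timp3* (−3.45), *Plscr4* (−3.43), *Slc1a2* (−2.97) and *Gm16233* (−2.95). Free RNA from other cells was not weighed between the tissues and stays open for these genes. *Slc1a2* was also a marker used to name astrocyte-like cells, which made up 6.68% of gray and 0.319% of white matter cells. *Piezo2*, *Gm32122* and *Gm44658* had 0 counts in gray matter and were at least 97.0-, 24.4- and 11.7-fold higher in white matter, against a floor of 3 counts over the group. Without gray matter library 2, *Fos* (0.173) and *Socs3* (0.283) were not called, nor was *Socs3* without gray matter library 1 (0.0639), and *Camk2a*, *Plscr4*, *Slc1a2* and *Gm44658* were lost with any library left out. *Piezo2* (0.173), *Gm32122* (0.266), *Timp3* (0.127) and *Gm16233* (0.173) were also lost without gray matter library 2, and the last 3 of them without white matter library 2 (0.0676, 0.114 and 0.0859). Without white matter library 2, *Plscr4* had −4.17.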

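Oligo1, with its subclusters summed, made up 46.4% and 44.3% of the oligodendrocytes in the wild-type white matter libraries and 70.4% and 66.1% in the gray matter libraries. The means were 45.3% ± 1.49 (SD, n = 2 libraries) and 68.3% ± 3.03 (SD, n = 2), and the log2 fold change was −0.59 (SE 0.155, adjusted p = 0.0106, edgeR). Oligo2 made up 26.1% and 31.2% in white and 28.9% and 33.4% in gray matter, with means of 28.6% ± 3.58 (SD, n = 2) and 31.1% ± 3.22 (SD, n = 2). Its log2 fold change of −0.12 (SE 0.159, adjusted p = 0.472, edgeR) was within the spread between libraries (exact permutation test, p = 0.667). Neither test pairs the tissues of a pool, and within each pool Oligo2 was lower in white matter. The shares of 4 clusters sum to 100%, so that the rise of age-related oligodendrocytes alone lowers the shares of the others. With TMM scaling of the cell numbers, the log2 fold change was −0.11 for Oligo1 (adjusted p = 0.119) and 0.36 for Oligo2 (adjusted p = 0.119). As shares of all cells in the library, Oligo1 gave −0.35 (adjusted p = 0.464) and Oligo2 0.14 (adjusted p = 0.736). Without gray matter library 1 the decrease of Oligo1 had an adjusted p of 0.0640.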

**Fig. 1:**
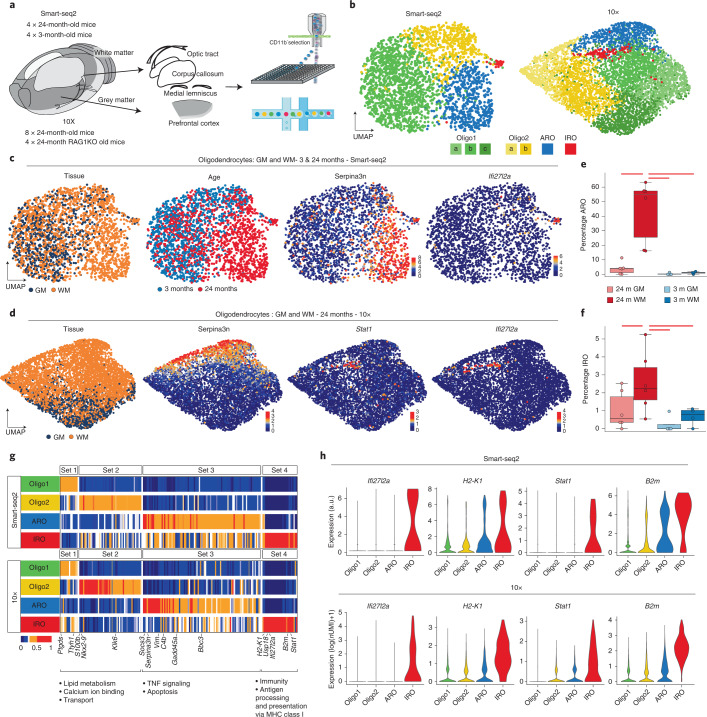
Identification of age-related gene expression signatures in oligodendrocytes. **a**, Experimental design from dissection to cell sorting and cell loading for the plate-based (Smart-seq2 (SS2)) and 10× pipelines, respectively. **b**, UMAP plots of oligodendrocytes in the SS2 and 10× datasets, colored by identified populations. **c**, UMAP plots of oligodendrocytes in the SS2 dataset, colored by tissue, age and expression of selected marker genes. **d**, The 10× dataset oligodendrocyte UMAP plots colored by tissue and expression of selected marker genes. **e**–**f**, Boxplots of the age-related oligodendrocytes (ARO) (**e**) and interferon-responsive oligodendrocytes (IRO) (**f**) cluster proportions per sample, respectively. The central line denotes the median, boxes represent the IQR and whiskers show the distribution except for outliers. Outliers are all points outside 1.5× the IQR. Each dot represents a sample (*n* = 20 independent experiments) and significant results (scCODA model) are indicated with red bars. 24 m, 24-month-old; 3 m, 3-month-old. **g**, Heatmaps of average expression of differentially expressed genes, comparing the four oligodendrocyte populations. Gene sets were identified as differentially expressed markers for each population using the SS2 dataset. Values are normalized per gene, showing the gene expression across populations. Each column represents a gene. GO terms are shown below each set of genes (Supplementary Table 3). TNF, tumor necrosis factor. **h**, Violin plots showing selected IRO-enriched marker genes across SS2 and 10× datasets. a.u., arbitrary units representing the corrected log(1*P*) (counts) value.

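In the 10× cells of aged wild-type white matter, UMI counts were summed per library and cluster and scaled to CPM. The clusters were drawn with these genes among others, so the levels describe the clusters and are not tested. *Ifi27l2a* reached 602 ± 84.6 CPM in IROs, 10.2 ± 0.820 in age-related oligodendrocytes, 8.08 ± 3.45 in Oligo1 and 89.5 ± 1.11 in Oligo2 (SD, n = 2 libraries each). For *H2-K1* the levels were 574 ± 298, 94.8 ± 28.0, 60.5 ± 20.3 and 86.0 ± 30.6 CPM, and for *H2-D1* 1852 ± 813, 423 ± 216, 166 ± 30.7 and 319.9 ± 130 CPM, in the same order. *B2m* reached 1161 ± 511 CPM in IROs and 219 ± 138, 82.3 ± 27.8 and 184 ± 85.2 CPM in the other clusters. Each of these 4 genes was higher in IROs than in the other 3 clusters in both libraries. *C4b* was not, with 2054 ± 103 CPM in IROs and 2325 ± 211 CPM in age-related oligodendrocytes.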

### CD8^+^ T cells induce reactivity and loss of oligodendrocytes

To validate the changes in scRNA-seq cluster ratios and to determine the localization of the age-related and the IFN-responsive oligodendrocytes, we costained anti-adenomatous polyposis coli (APC) clone CC1 (CC1^+^) oligodendrocytes by using antibodies against C4b, Serpina3n, B2M and STAT1. Consistent with the scRNA-seq data, we found that antibodies against C4b, Serpina3n, B2M and STAT1 labeled oligodendrocytes in the white matter, and only rarely in the gray matter (cortical areas of the brain) of aged (24-month-old) mice (Fig. 2a and Extended Data Fig. 2b,c). Colabeling against STAT1 and Serpina3n did not detect double-positive cells, in agreement with our scRNA-seq data that STAT1^+^ oligodendrocytes are distinct from Serpina3n^+^ oligodendrocytes (Extended Data Fig. 2e). Next, we compared the labeling in young (3-month) and old (24-month) gray and white matter and found that CC1^+^ oligodendrocytes, also immunoreactive for C4b, Serpina3n, STAT1 or B2M, are restricted to the aged brains mostly in the white matter (Fig. 2a and Extended Data Fig. 2b,c). Quantification revealed that about 3–5% of the CC1^+^ cells within the corpus callosum of 24-month-old mice were positive for the markers STAT1 and B2M. We found that C4b^+^/Serpina3n^+^ oligodendrocytes were more abundant (41% of CC1^+^ cells were Serpina3n^+^/CC1^+^ and 30% C4b^+^/CC1^+^ in 24-month-old white matter) and also more evenly distributed compared with B2M^+^/STAT1^+^ oligodendrocytes (Fig. 2a and Extended Data Fig. 2d,f). Our subregional localization analysis revealed that STAT1^+^ oligodendrocytes were localized significantly closer to the medial white matter bordering the lateral ventricles compared with the frontal white matter (Extended Data Fig. 3a,b). Previous work has identified infiltrating T cells in the aged brain, close to neurogenic niches and within the optic nerve^34,35^. As T cells are a major source of IFNs, we analyzed T-cell proportions in the mouse aging single-cell transcriptomic atlas^35^ and found that the T cells significantly increased in 24-month-old mice compared with 18- and 3-month-old mice (Extended Data Fig. 3f). Using immunohistochemistry, we analyzed the CD3^+^ T cells in the white and gray matter of the aged brain and observed that the T cells, which were mostly CD8^+^ T cells, were almost exclusively found in the white matter, where they were enriched in areas close to the lateral ventricles (Fig. 2b and Extended Data Figs. 2d and 3a,b,d). Next, we studied the spatial relationship between the IFN-responsive oligodendrocytes (STAT1^+^CC1^+^) and CD8^+^ T cells in aging white matter. Strikingly, STAT1^+^CC1^+^ cells are more frequently localized in close proximity to CD8^+^ T and vice versa (<20 µm) (Fig. 2c). Moreover, STAT1^+^CC1^+^ oligodendrocytes are found significantly more often in close proximity to CD8^+^ T cells than randomly chosen DAPI^+^ cells (Fig. 2d), which was not the case for Serpin3n^+^CC1^+^ oligodendrocytes (Extended Data Fig. 3e).

**Fig. 2:**
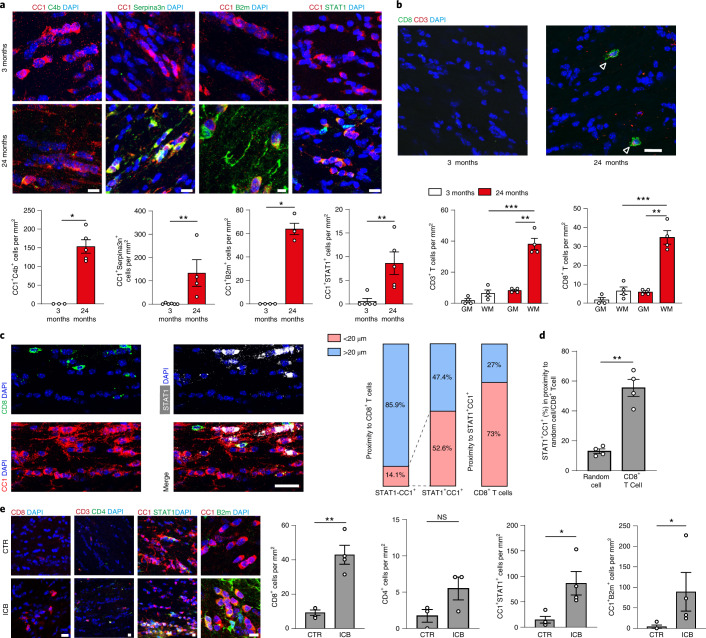
IFN-responsive oligodendrocytes localize to aged white matter close to CD8^+^ T cells. **a**, Immunofluorescence staining and quantification of C4b, Serpina3n, B2m and STAT1 in CC1^+^ oligodendrocytes in the white matter of 3- and 24-month-old mice (C4b^+^CC1^+^, 3-month, *n* = 3, 24-month, *n* = 5, ^*^P = 0.0357; Serpina3n^+^CC1^+^, 3-month, *n* = 6, 24-month, *n* = 4, ^**^P = 0.0095; B2m^+^CC1^+^, 3-month, *n* = 4, 24-month, *n* = 4, ^*^P = 0.0286; STAT1^+^CC1^+^, 3-month, *n* = 5, 24-month, *n* = 5, ^**^P = 0.0079; data are mean ± s.e.m.; *P* values are from a two-tailed Mann–Whitney *U*-test). Scale bar, 20 µm; for B2m, 10 µm. **b**, Immunofluorescence showing CD3^+^CD8^+^ T cells (indicated by arrowheads). Scale bar, 20 μm. Quantification of CD3^+^ T cells and CD8^+^ T cells in the gray (GM) and white (WM) matter of 3- and 24-month-old mice (*n* = 4 mice per group, 3-month WM versus 24-month WM, CD3^+^, ^***^P = 0.0003, CD8^+^, ^***^P = 0.0005; 24-month GM versus 24-month WM, CD3^+^, ^**^P = 0.0050, CD8^+^, ^**^P = 0.0032; data are mean ± s.e.m.; *P* values represent a two-sided Student’s *t*-test). **c**, Immunofluorescence of CD8^+^ T cells and STAT1^+^CC1^+^ oligodendrocytes in proximity in the white matter of 24-month-old mice. Scale bars, 20 μm. Bar plots show quantification of STAT1^+^ and STAT1^−^CC1^+^ proximity to CD8^+^ T cells and vice versa (3 sections per mouse were selected; a total of 134 CD8^+^ T cells and 272 STAT1^+^CC1^+^ oligodendrocytes from 4 mice were analyzed). **d**, Quantification of the percentage of STAT1^+^CC1^+^ oligodendrocytes found in proximity to random cells compared with CD8^+^ T cells (*n* = 4 mice per group, ^**^P = 0.0052; data are mean ± s.e.m; *P* value represents a two-sided paried Student’s *t*-test). **e**, Immunofluorescence staining and quantification of CD8^+^ T cells, CD4^+^ T cells, B2m^+^ and STAT1^+^CC1^+^ oligodendrocytes in the white matter of mice treated with anti-PD-1 and CTLA-4 (ICB) and isotype control antibodies (CTR) for 6 weeks starting at an age of 18 months (CD8^+^, *n* = 4, ^**^P = 0.0011; CD4^+^, *n* = 3; STAT1^+^CC1^+^, *n* = 4, ^*^P = 0.0244; B2m^+^CC1^+^, *n* = 4, ^*^P = 0.0286; data are mean ± s.e.m.; *P* values represent a two-sided Student’s *t*-test (CD8^+^, STAT1^+^CC1^+^) or two-tailed Mann–Whitney *U*-test (CD4^+^, B2m^+^CC1^+^)). Scale bar, 20 µm. NS, not significant. Source data

To characterize the CD8^+^ T cells in the aging brain, we analyzed the mouse aging single-cell transcriptomic atlas^36^ and the CD8^+^ T-cell dataset from Groh et al.^34^. Our analysis, which included samples from 4 different organs of 21- and 24-month-old mice, showed that brain-associated CD8^+^ T cells segregated away from CD8^+^ T cells from the spleen, kidney and lung in the UMAP presentation (Extended Data Fig. 4a). Genes differentially upregulated in the brain CD8^+^ T cells were enriched in tissue-resident memory T-cell markers (*Cxcr6*, *Cd69*, *Junb*, *Bhlhe40*), checkpoint molecules (*Pdcd1*) and effector function-associated genes (*Gzmb*, *Ccl4*, *Ccl5*, *Ifng*), but low in genes associated with central memory T cells (*Sell*, *Ccr7*) compared with CD8^+^ T cells from the spleen, kidney and lung (Extended Data Fig. 4a–d).

Next, we performed immunofluorescence staining for the tissue-resident memory T-cell marker, CD69, which showed that almost all the CD8^+^ T cells were also positive for CD69 (Extended Data Fig. 5a). We analyzed the expression of the checkpoint molecules, programmed cell death protein 1 (PD-1) and the lymphocyte-activation gene 3 (*LAG-3*) and found that 40% of CD8^+^ T cells were immunolabeled by antibodies against PD-1 and 32% of CD8^+^ T cells by antibodies against *LAG-3* (Extended Data Fig. 5b,c).

As checkpoint molecules are known to control the function of T cells, we treated 18-month-old mice with antibodies against the coinhibitory receptors such as cytotoxic T-lymphocyte-associated protein 4 (CTLA-4) and PD-1 to determine the effect on oligodendrocytes. Immune checkpoint blockage therapy is used to dampen coinhibitory molecules to achieve robust anti-tumor immune response^37^. Treatment of mice with twice-weekly intraperitoneal injections with anti-PD-1 and anti-CTLA-4 antibodies for 6 weeks resulted in an increased number of CD8^+^ T cells, but not CD4^+^ T cells, in the white matter (Fig. 2e). In addition, the number of STAT1^+^CC1^+^ and B2M^+^CC1^+^ oligodendrocytes increased within the corpus callosum by checkpoint blockage therapy (Fig. 2e). The formation of Serpina3n^+^ oligodendrocytes was not induced by anti-PD-1/anti-CTLA-4 antibody treatment (Extended Data Fig. 6c).

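In the sample labels, 4 further 10× libraries of 24-month-old mice are *Rag1*-/-, 1 from gray matter and 3 from white matter. Supplementary Table 2 of the paper assigns gray matter library 1 and white matter library 1 to a first batch from 2 pooled mice, and white matter libraries 2 and 3 to a second batch from 1 mouse each. The labels give 2 combined tissue samples per library. The methods name the strain B6.129S7-Rag1 tm1Mom/J, whereas the labels and Supplementary Table 2 name NOD.129S7(B6)-Rag1 tm1Mom/J, and which strain gave the libraries could not be settled from the files. The deposited values are UMI counts per gene and cell without normalization, after the authors' filters. The gray matter library held 3807 cells with a median of 6435 UMIs. White matter libraries 1 to 3 held 7631, 2944 and 6523 cells with medians of 7063, 9924.5 and 8365 UMIs. Total UMIs were 25790692 in gray matter and 57899352, 27237140 and 53567601 in white matter. All wild-type libraries were made in other experiments than the *Rag1*-/- libraries, and the authors counted them with other versions of Cell Ranger. Genotype, experiment and counting version therefore cannot be told apart, since none of the experiments holds both genotypes. Comparisons set 3 *Rag1*-/- white matter libraries against 2 of wild-type, for which the smallest p of an exact two-sided permutation test is 0.1. The labels were compared with the RNA of the targeted gene. *Rag1* (chromosome 2, 101638282 to 101649501) had 0 and 3 UMIs in the wild-type gray and 0 and 24 in the wild-type white matter libraries. In the libraries labelled *Rag1*-/- it had 37 UMIs in gray and 108, 60 and 96 in white matter, so its RNA was higher where the label names the gene as targeted. Its exons overlap another gene on the same strand, and 3′ UMIs do not show whether a functional protein is made. UMIs of *Trac*, a constant gene of the T cell receptor (chromosome 14, 54220521 to 54224206), went with the labels. They numbered 14 and 93 in wild-type gray and 244 and 1202 in wild-type white matter, against 14 in *Rag1*-/- gray and 5, 7 and 3 in *Rag1*-/- white matter. Libraries are named by their labels.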

To continue exploring the link between T cells and white matter aging, we performed three independent scRNA-seq experiments using the 10× platform on 24-month-old *Rag1*^−/−^ mice, which lack functional lymphocytes. The *Rag1*^−/−^ dataset integrated well with our 24-month-old wild-type 10× datasets, showing good batch mixing while still preserving biological variance (Fig. 3a and Extended Data Fig. 6a–c). 

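The deposited table of the joint analysis holds 15604 oligodendrocytes, 6003 from wild-type and 9601 from *Rag1*-/- libraries. Of these, 6003 and 9379 are also in the tables of all cell types, with the same counts except for *Gm42418* and *AY036118*, which are 0 in the first wild-type experiment. The tables of all cell types list 18242 genes for wild-type and 18886 for *Rag1*-/- libraries, and 17001 names occur in both. Some differ in name alone: *Pla2g16* has 38077 UMIs in wild-type and 0 in *Rag1*-/- libraries, whereas *Plaat3*, its other name, has 0 and 58878. Genes listed for one genotype were therefore left out, and 16999 genes were used. Oligo1 and Oligo2 held cells of every library. In *Rag1*-/- libraries, Oligo1 made up 72.2% of gray and 49.6%, 56.1% and 45.0% of white matter oligodendrocytes, and Oligo2 27.8% and 35.4%, 35.9% and 38.4%. Age-related oligodendrocytes and IROs were not seen among the 1055 oligodendrocytes of the *Rag1*-/- gray matter library, which allows a share of up to 0.284% for each. The integrated coordinates of Fig. 3a were not used here.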

The unsupervised clustering of T/natural killer (NK) cells showed that the number of *Cd3d*- and *Trbc2*-expressing T cells are significantly higher in the white matter of aged wild-type mice (Fig. 3b,c and Extended Data Fig. 6d). 

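T/NK cells were counted in the clusters drawn here without the authors' names, since the authors' annotation of these cells was not used. The 2 genotypes were clustered separately, and clusters with T cell or NK cell markers were pooled. They held 5.46% and 5.33% of the cells of the wild-type white matter libraries and 0.342% and 1.25% in wild-type gray matter. In *Rag1*-/- libraries they held 1.51%, 1.02% and 1.12% of white and 0.473% of gray matter cells. The means were 5.40% ± 0.0902 (SD, n = 2 libraries) in wild-type white matter, 0.795% ± 0.639 (SD, n = 2) in wild-type gray matter and 1.22% ± 0.258 (SD, n = 3) in *Rag1*-/- white matter. White matter of *Rag1*-/- mice differed from that of wild-type mice by −2.14 on the log2 scale (SE 0.740, adjusted p = 0.0102, edgeR over 13 clusters). Single libraries decided this call, as the adjusted p was 0.0690 without wild-type white matter library 2 and 0.0554 without *Rag1*-/- white matter library 3. The libraries of these 2 groups did not overlap (exact permutation test, p = 0.1, the smallest possible). Wild-type white matter exceeded gray matter by 2.62 (SE 0.905, adjusted p = 0.0239, edgeR; exact permutation p = 0.333). Without any 1 of the 4 wild-type libraries this adjusted p lay between 0.0532 and 0.161. The T cell-like cluster of wild-type mice had 362 cells with a median of 6434.5 UMIs, of which 96.4% had a *Cd3d* UMI and 97.8% a *Trbc2* UMI. Wild-type oligodendrocyte-like cells, with a median of 10580 UMIs, had *Cd3d* in 0.464% and *Trbc2* in 0.746%, which is the background. In *Rag1*-/- libraries, a T cell-like cluster of 41 cells with a median of 5466 UMIs had *Trbc2* in 85.4%, *Cd3d* in 9.76% and *Trac* in 2.44% of cells. A further 195 cells formed an NK cell-like cluster with a median of 5908 UMIs, which had *Trbc2* in 50.3% and *Cd3d* in 0.513%. In a count chosen after seeing the data, T/NK-like cells with a *Cd3d* UMI made up 5.13% ± 0.134 (SD, n = 2) of wild-type white, 0.655% ± 0.684 (SD, n = 2) of wild-type gray and 0.0233% ± 0.0207 (SD, n = 3) of *Rag1*-/- white matter cells. For this count the log2 fold change between genotypes was −7.36. Over all cells, *Cd3d* (chromosome 9, 44981786 to 44987339) had 39 and 161 UMIs in wild-type gray and 395 and 1874 in wild-type white matter. It had 0 UMIs in *Rag1*-/- gray and 33, 0 and 11 in *Rag1*-/- white matter. *Trbc2* (chromosome 6, 41546730 to 41548352) had 24, 222, 623 and 2882 UMIs in the same wild-type libraries and 20, 271, 60 and 146 in the *Rag1*-/- libraries.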

Unsupervised clustering of oligodendrocytes from the combined datasets showed again the same transcriptional clusters with *Stat1* and *H2-D1* expressing IROs and Serpina3n expressing age-related oligodendrocytes (Fig. 3d). 

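In *Rag1*-/- white matter, the levels of *H2-D1* were 976 ± 94.9 CPM in IROs, 186 ± 29.4 in age-related oligodendrocytes, 82.8 ± 6.80 in Oligo1 and 136 ± 12.0 in Oligo2 (SD, n = 3 libraries each). *Serpina3n* reached 632 ± 155 CPM in age-related oligodendrocytes of *Rag1*-/- white matter, 183 ± 84.3 in IROs, 56.0 ± 8.92 in Oligo1 and 138 ± 34.5 in Oligo2 (SD, n = 3 each). In wild-type white matter it reached 848 ± 87.3 CPM (SD, n = 2) in age-related oligodendrocytes, 294 ± 21.6 in IROs, 99.9 ± 21.8 in Oligo1 and 333 ± 37.2 in Oligo2. A *Serpina3n* UMI was seen in 76.1% of IROs, 40.2% of Oligo1 and 60.7% of Oligo2 cells in wild-type and in 62.0%, 27.2% and 46.9% in *Rag1*-/- white matter, and UMIs from free RNA are included. Clusters and levels come from the same cells and are not tested.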

The scCODA analysis showed a marked reduction of IROs in *Rag1*^−/−^ mice (Fig. 3e). This finding was consistent with our immunolabeling experiments, which showed a reduction of IROs in *Rag1*^−/−^ mice (Fig. 3f). Together, these data provide evidence that the adaptive immune system promotes IFN responses in oligodendrocytes in the aging white matter, but to what extent these changes contribute to white matter degeneration is unclear.

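In white matter libraries labelled *Rag1*-/-, IROs made up 1.28% (39 of 3055 oligodendrocytes, exact 95% confidence interval 0.909–1.74%), 1.04% (17 of 1632, 0.608–1.66%) and 0.855% (33 of 3859, 0.589–1.20%). Their mean of 1.06% ± 0.211 (SD, n = 3 libraries) was lower than that of wild-type white matter, with a log2 fold change of −1.89 (SE 0.329, adjusted p = 0.00391, edgeR over 4 clusters). All 3 *Rag1*-/- libraries lay below both wild-type libraries (exact permutation test, p = 0.1, the smallest possible). The value moved most without wild-type white matter library 2, to −2.47, and was −1.50 without wild-type white matter library 1. With any 1 of the 5 white matter libraries left out, the adjusted p was at most 0.0215. As a share of all cells the log2 fold change was −2.31. Whether the genotype changed the IRO share more in white than in gray matter was not shown (interaction, unadjusted p = 0.195), with 1 gray matter library and 0 IROs in it. The IRO cluster is defined by genes that also differ between the genotypes outside it, so a share without clusters was computed. Each cell was thinned to 1000 UMIs, and cells with at least 3 UMIs over the 16 genes shared by IROs and IRMs in Fig. 4e were counted as IFN-high. The authors picked these genes from the same libraries, so the count is not independent of the clusters. IFN-high cells made up 1.82% (9 of 494, interval 0.836–3.43%) and 1.34% (55 of 4092, 1.01–1.75%) of wild-type white matter oligodendrocytes. In *Rag1*-/- white matter they made up 0.557% (17 of 3050, 0.325–0.891%), 0.430% (7 of 1627, 0.173–0.884%) and 0.545% (21 of 3855, 0.338–0.832%). The means were 1.58% ± 0.338 (SD, n = 2) and 0.511% ± 0.0700 (SD, n = 3), a difference of −1.07 percentage points (exact permutation test, p = 0.1). Gray matter held 0 of 284 (exact interval up to 1.29%) and 5 of 1114 (0.449%) IFN-high cells in wild-type libraries and 3 of 1054 (0.285%) in the *Rag1*-/- library. With a limit of 2 UMIs the genotypes overlapped, since *Rag1*-/- white matter library 2 (3.75%) lay above wild-type white matter library 2 (3.25%), and the difference was −1.24 percentage points (exact permutation p = 0.3). Without thinning, where deeper cells pass more often, the difference was −0.48 percentage points (41.9% and 41.4%, exact permutation p = 1).

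**Figure D1:**
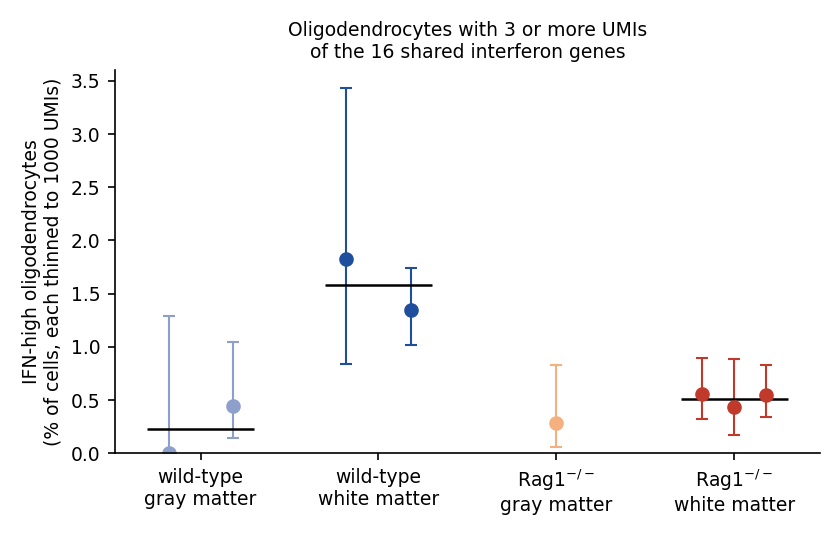
Share of IFN-high oligodendrocytes (in %, cells thinned to 1000 UMIs) in each library of the 4 groups of tissue and genotype. Points are libraries with exact 95% confidence intervals as bars, and horizontal lines are group means; both wild-type white matter libraries lie above the 3 *Rag1*-/- white matter libraries.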

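UMI counts summed over white matter oligodendrocytes ranged from 6003378 to 44269555 UMIs in the libraries labelled wild-type and from 21803405 to 41220782 in those labelled *Rag1*-/-. Of 13067 genes tested, 92 were higher and 27 lower in *Rag1*-/- than in wild-type white matter at an adjusted p of 0.05 in edgeR. DESeq2 called 133 higher and 62 lower, among them 118 of the 119 genes of edgeR, and 1083 genes passed at an unadjusted p of 0.05 in edgeR. The libraries of the genotypes did not overlap in 3435 genes (26.3%, where chance gives 20.0%). IRO genes fell together. Of the 27 tested genes of the IRO list, 26 were lower in *Rag1*-/- libraries, with a median log2 fold change of −1.80 (camera, adjusted p = 1.0e-28 over 18 lists). The call held under fry (unadjusted 0.0108, adjusted p = 0.0469). With an estimated correlation it held unadjusted (0.0191) but not over the 18 lists (adjusted p = 0.115). Of these, 5 passed over all genes tested and 23 when adjusted over the list alone. Leaving out libraries moved the median most, to −0.87 without wild-type white matter library 1 and to −2.41 without wild-type white matter library 2. The 16 shared genes of Fig. 4e, picked by the authors from these libraries and not independent evidence, had a median of −1.70 (camera, adjusted p = 1.7e-16; fry, adjusted p = 0.0469), with 14 of 16 lower. Of these, 4 passed over all genes tested, and 12 passed as lower and 1 as higher when adjusted over the list alone. In a list of type I IFN-stimulated genes written before the counts were read, 16 of 22 genes were tested, and their median was −2.42, with 13 lower (camera, adjusted p = 4.4e-14; fry, adjusted p = 0.0469). Of these, 4 passed over all genes tested, and 11 passed as lower and 1 as higher when adjusted over the list alone. A list of IFN-γ-induced genes, of which 10 were tested, had a median of −1.56 (camera, adjusted p = 0.0224), which did not hold under fry (adjusted p = 0.462), with 8 lower. None of its genes passed over all genes tested and 1 passed as lower when adjusted over the list alone. All 12 genes of a list of MHC class I presentation fell, with a median of −1.59 (camera, adjusted p = 3.2e-11), which did not hold under fry over the 18 lists (adjusted p = 0.0938). Of these, 2 passed over all genes tested and 9 when adjusted over the list alone. Without the cells of the IRO cluster, the median of the 27 IRO genes was −1.20 (camera, adjusted p = 7.4e-16; fry, adjusted p = 0.0471), and 26 of them were lower. There, 1 gene passed over all genes tested and 13 when adjusted over the list alone. *Ifit3* had 1.09 ± 0.712 CPM (SD, n = 3 libraries) in *Rag1*-/- and 12.2 ± 4.19 (SD, n = 2) in wild-type white matter. Its log2 fold change was −3.39 (SE 0.473, adjusted p = 0.00870, edgeR; at most 0.0480 with any library left out), and −4.04 without *Rag1*-/- white matter library 3. *Ifi27l2a*, at 17.4 ± 7.48 CPM (SD, n = 3) in *Rag1*-/- white matter, had a log2 fold change of −1.80 (SE 0.309, adjusted p = 0.0325, edgeR). That call was lost without wild-type white matter library 1 (0.102) or 2 (0.104) or *Rag1*-/- white matter library 3 (0.107). *H2-D1*, at 133 ± 15.8 CPM (SD, n = 3), and *H2-K1*, at 37.9 ± 5.08 (SD, n = 3), changed by −1.40 and −1.39 (adjusted p = 0.0331 and 0.0466, edgeR). Both were lost without wild-type white matter library 1 (−0.85 and −0.87, adjusted p = 0.0754 and 0.189) and without any 1 of the *Rag1*-/- libraries. *B2m* (−1.48, adjusted p = 0.120), *Serpina3n* (−1.06, 0.183), *C4b* (−0.89, 0.112) and *Usp18* (−2.29, 0.236) did not pass. Without wild-type white matter library 2, *B2m* passed (0.0126), and without *Rag1*-/- white matter library 3, *Serpina3n* (0.00698) and *C4b* (0.0347) did. Of 11 alternatives, libraries left out among them, *C4b* passed in 4 and *B2m* and *Serpina3n* in 3 each. All 8 genes were lower in each *Rag1*-/- library than in both wild-type libraries. By the rule for naming genes of large change, *Hgs* (7.58), *Rnasek* (7.51) and *Atp6v0c* (7.47) rose most among measured ratios. Their order depends on single libraries, with 6.39, 5.93 and 6.79 without wild-type white matter library 2, and 8.68 for *Rnasek* without wild-type white matter library 1. *Nanp* and *Gm10134* had 0 counts in wild-type white matter and were at least 94.6- and 24.9-fold higher in *Rag1*-/- libraries, against a floor of 3 counts over the group. *Gm10134* lost its call with any library left out (0.0544 to 0.324). *Ptp4a1* (−8.02), *Gm43713* (−6.75), *AC160336.1* (−5.62), *Fam220a* (−5.42) and *Amd2* (−5.13) fell most, with −7.34 for *Gm43713* without *Rag1*-/- white matter library 2. Exons of *Nanp*, *Rnasek* and *AC160336.1* overlap another gene on the same strand, and *Hgs*, *Fam220a* and *Ptp4a1* are each listed as a pair of near-identical gene entries, whereas exons of *Atp6v0c*, *Amd2*, *Gm43713* and *Gm10134* overlap no other gene on the same strand. The genes were not counted anew under another annotation. The paper takes the lower share of IROs in mice that lack functional lymphocytes, in scRNA-seq and immunolabeling, as evidence that adaptive immunity promotes IFN responses in oligodendrocytes.

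**Figure D2:**
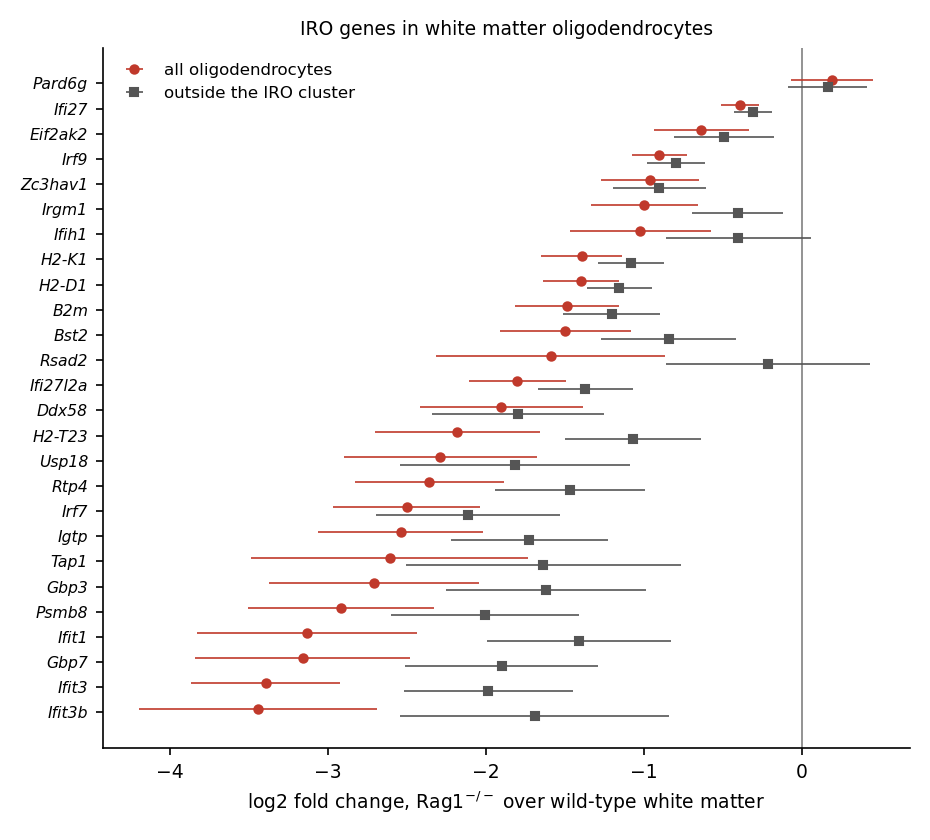
Log2 fold change between *Rag1*-/- and wild-type white matter for 26 of the 27 tested IRO genes, in all oligodendrocytes (circles) and outside the IRO cluster (squares). Bars are standard errors of the fit; *Pard6g* is the 1 gene shown above 0.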

**Fig. 3:**
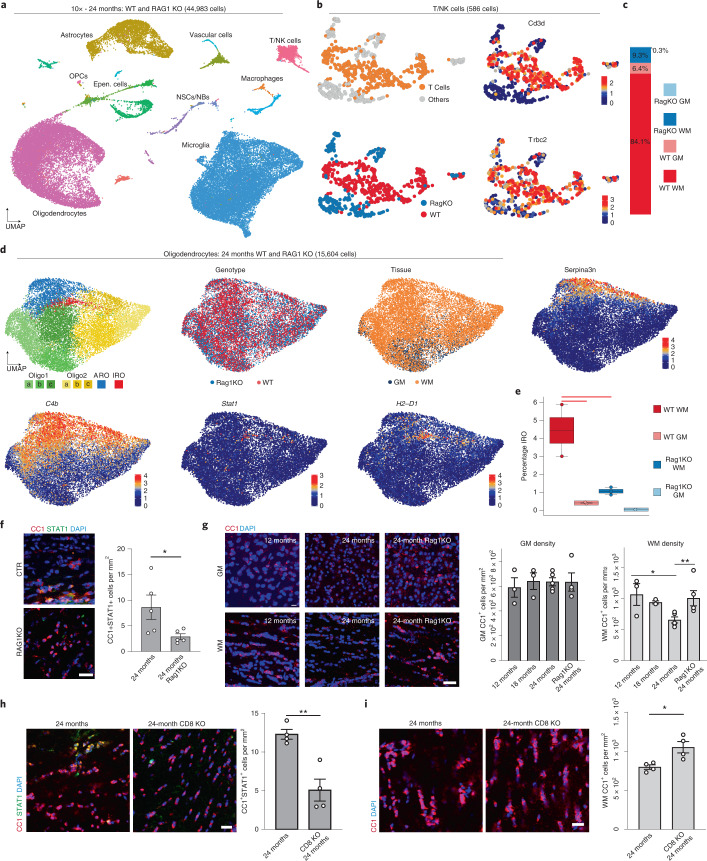
Absence of functional lymphocytes reduces IFN-responsive oligodendrocyte numbers and increases oligodendrocyte cell density in the aged white matter. **a**, UMAP plot of 44,983 single-cell transcriptomes, colored by major cell types. **b**, UMAP of T cells and NK cells, colored by T-cell identity, genotype and T-cell marker genes. **c**, Bar plot showing the relative distribution of each genotype-tissue experimental group within the T/NK cell population. **d**, UMAP plots of oligodendrocytes in the *Rag1*^−/−^ and wild-type integrated dataset, colored by identified clusters, genotype and tissue annotation, as well as selected marker genes. **e**, Boxplot of the IRO cluster proportion per sample. The central line denotes the median, boxes represent the IQR and whiskers show the distribution except for outliers. Outliers are all points outside 1.5× the IQR. Each dot represents a sample (*n* = 8 independent experiments) and significant results (scCODA model) are indicated with red bars. **f**, Immunofluorescence staining and quantification of STAT1^+^CC1^+^ oligodendrocytes in the white matter of 24-month-old wild-type and 24-month-old *Rag1*^−/−^ mice (*n* = 5 mice per group, ^*^P = 0.0466; data are mean ± s.e.m.; *P* values represent a two-sided Student’s *t*-test). Scale bar, 20 µm. **g**, Immunofluorescence staining and quantification of CC1^+^ oligodendrocyte density in the gray (GM) and white matter (WM) of 12-, 18- and 24-month-old wild-type and *Rag1*^−/−^ mice (GM, *n* = 3, 3, 5, 4; WM, *n* = 3, 3, 5, 4; 12 months versus 24 months, ^*^P = 0.0185, 24-month versus 24-month *Rag1*^−/−^, ^**^P = 0.0083; data are mean ± s.e.m.; *P* values represent two-sided, one-way ANOVA with post hoc Tukey’s test). Scale bar, 20 µm. **h**, Immunofluorescence staining and quantification of CC1^+^STAT1^+^ oligodendrocytes in the white matter of 24-month-old wild-type and *CD8*^−*/*−^ mice (*n* = 4 mice per group, ^**^P = 0.0035; data are mean ± s.e.m.; *P* value represents a two-sided Student’s *t*-test). Scale bar, 20 µm. **i**, Immunofluorescence staining and quantification of CC1^+^ oligodendrocyte density (red) in the white matter of 24-month-old wild-type and CD8^−/−^ mice (*n* = 4 mice per group, ^*^P = 0.0176; data are mean ± s.e.m.; *P* value represents a two-sided Student’s *t*-test). Scale bar, 20 µm. Source data

Next, we used correlated light and electron microscopy to detect areas of high IBA1^+^ cell density by immunohistochemistry, followed by scanning electron microscopy to determine the ultrastructure of myelinated axons. This analysis uncovered focal areas of hypomyelination in the corpus callosum of 24-month-old mice close to the ventricular area (Extended Data Fig. 6e). To quantify the age-related decay, we determined the number of oligodendrocytes in the aging brain. First, we analyzed oligodendrocyte proportions by using the mouse aging single-cell transcriptomic atlas^36^ and found that the oligodendrocyte significantly decreased in 24-month-old compared with 18- and 3-month-old mice (Extended Data Fig. 7d). Next, we used immunohistochemistry to quantify oligodendrocyte cell numbers in 12-, 18- and 24-month-old mice (Fig. 3g). We observed that the density of CC1^+^ oligodendrocytes declined in the 24-month-old compared with the 12-month-old white matter, whereas no changes were observed in the aged gray matter (Fig. 3g). Similar results were obtained when glutathione *S*-transferase (GST-π) was used as an additional marker to stain for mature oligodendrocytes (Extended Data Fig. 7a,b). In addition, there was a decrease in Olig2^+^ oligodendroglial cells, but not of Pdgfra^+^ OPCs (Extended Data Fig. 7c). Next, we analyzed oligodendrocytes in *Rag1*^−/−^ mice and found no differences in oligodendrocyte density compared with controls at 6 months in both gray and white matter (Extended Data Fig. 7e,f). However, when 24-month-old mice were analyzed, we detected a higher density of oligodendrocytes in the white matter of 24-month-old *Rag1*^−/−^ compared with wild-type control mice (Fig. 3g).

As *Rag1*^−/-^ mice lack various populations of mature adaptive immune cells, including CD4, CD8, gamma–delta and B cells, we used mice homozygous for the Cd8a^tm1Mak^-targeted mutation (CD8^−/−^) that specifically lacks functional CD8^+^ T cells^23^. When we analyzed 24-month-old CD8^−/−^ mice, we found a reduction of the number of STAT1^+^CC1^+^ oligodendrocytes compared with control wild-type mice (Fig. 3h). Next, we determined the density of CC1^+^ oligodendrocytes and detected higher numbers of oligodendrocytes in 24-month-old CD8^−/−^ mice compared with controls (Fig. 3i), confirming that CD8^+^ T cells induce IFN responses and loss of oligodendrocytes.

### CD8^+^ T cells induce IFN-responsive microglia

As previous studies have identified IFN-responsive microglia in various models of neurodegenerative disease and during aging^15^, we asked whether the adaptive immune system mediates IFN-responsive microglia conversion. Unsupervised clustering of 15,601 microglia from the aged white and gray matter of *Rag1*^−/−^ and wild-type mice revealed distinct populations, including previously described homeostatic microglia, activated microglia, white matter-associated microglia and, in addition, a smaller population of IFN-responsive microglia (Fig. 4a). 

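The authors' table of microglia names a cluster for each of 15601 cells. Of these, 7430 cells come from the 4 *Rag1*-/- libraries and were used here, with 1732 from gray matter and 3617, 712 and 1369 from white matter libraries 1 to 3. The wild-type microglia in this table are cells of another series and were not used here, so the microglial clusters were not compared between genotypes. UMI counts of the used cells were read from the table of all cell types of the *Rag1*-/- libraries, in which 7421 of them were found. Counts were summed per library and cluster, and clusters of a library were compared with edgeR with the library as a block. White matter-associated microglia numbered 27 in gray matter among the cells with counts and 799, 121 and 233 in white matter.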

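Among the microglia of the *Rag1*-/- libraries, IFN-responsive microglia made up 1.02% (37 of 3617 cells, exact Clopper-Pearson 95% confidence interval 0.721–1.41%), 1.83% (13 of 712, 0.976–3.10%) and 0.657% (9 of 1369, 0.301–1.24%) in white matter libraries 1 to 3. In the gray matter library the share was 0.866% (15 of 1732, 0.486–1.42%), within the range of the white matter libraries. With a lone gray matter library and no wild-type microglia in use, neither tissue nor genotype was tested.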

The IFN-responsive microglia subset was significantly enriched in aged white compared with gray matter and was reduced in aged *Rag1*^−/−^ mice (Fig. 4a,b). INF-responsive microglia are characterized by the upregulation of IFN-stimulated genes *Stat1* and *Ifit3* (Fig. 4c,d). 

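IFN-responsive microglia were compared with the other microglia of the same library in the 3 *Rag1*-/- libraries with at least 10 such cells. Of 9734 genes tested, 292 were higher and 41 lower at an adjusted p of 0.05. *Ifit3* reached 1355 ± 293 CPM in IFN-responsive and 10.3 ± 2.78 CPM in other microglia (SD, n = 3 libraries each), a log2 fold change of 7.05 (SE 0.255). It was higher in 3 of 3 libraries. The cells were clustered on these genes, so the p-values are not read as evidence and describe the clusters.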

Gene ontology (GO) enrichment analysis showed that IFN-responsive microglia and oligodendrocytes share a transcriptional signature of IFN-induced genes including *Stat1*, *Ifit3*, *Usp18* and *Ifit27l2a* (Fig. 4e). 

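IROs were compared in the same way with other oligodendrocytes in the 5 white matter libraries of both genotypes, each with at least 10 IROs. Of 9879 genes tested, 99 were higher and 96 lower in IROs. The log2 fold changes in IROs were 5.03 for *Ifit3*, 4.75 for *Usp18* and 4.22 for *Ifi27l2a*, under which name the files list the last of the genes named. *Usp18* was higher in 4 of 5 libraries and the other 2 genes in all 5. In IFN-responsive microglia, *Usp18* reached 353 ± 36.6 against 7.83 ± 3.40 CPM (SD, n = 3 each), a log2 fold change of 5.51. *Ifi27l2a* reached 956 ± 376 against 152 ± 101 CPM (SD, n = 3 each), a log2 fold change of 2.92. The gene ontology step was not analysed here.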

GO enrichment analysis also detected differences with upregulated genes involved in antigen processing and positive regulation of T-cell-mediated cytotoxicity for IFN-responsive oligodendrocytes, lymphocyte chemotaxis and immune responses for IFN-responsive microglia.

**Fig. 4:**
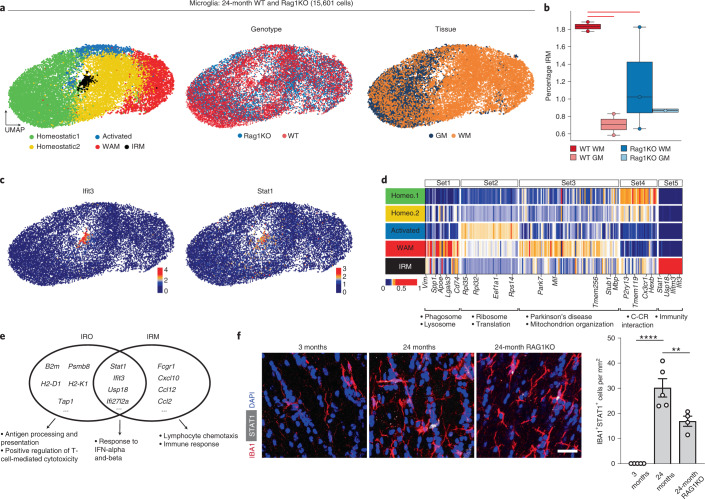
Identification of IFN-responsive microglia in aged white matter. **a**, UMAP plots of microglia colored by identified clusters, genotype and tissue annotation. **b**, Boxplot of the IRM cluster proportion per sample, respectively. WAM, White matter associated microglia; WT, Wild-type. The central line denotes the median, boxes represent the IQR and whiskers show the distribution except for outliers. Outliers are all points outside 1.5× the IQR. Each dot represents a sample (*n* = 8 independent experiments) and significant results (scCODA model) are indicated with red bars. **c**, UMAP plots of selected IRM marker genes. **d**, Heatmaps of average expression of differentially expressed genes, comparing the five microglia populations. Gene sets 1–4 were identified in Safaiyan et al.^18^ and set 5 was identified by differential expression analysis of the IRM cluster. Values are normalized per gene, showing the gene expression across populations. Each column represents a gene. GO terms are shown below each set of genes. **e**, Venn diagram of top 50 differentially expressed genes of IRO and IRM clusters with an intersection set of 16 genes. Gene lists are found in Supplementary Table 3. **f**, Immunofluorescence staining and quantification of STAT1^+^IBA1^+^ microglia in the white matter of 3- and 24-month-old wild-type and 24-month-old *Rag1*^−/−^ mice (IBA1^+^STAT1^+^, *n* = 5,5,4; 3 months versus 24 months, ^***^P = 0.000002: 24-month versus 24-month *Rag1*^−/−^, ^**^P = 0.0087; data are mean ± s.e.m.; *P* value represents two-sided, one-way ANOVA with post hoc Tukey’s test). Scale bar, 20 µm. Source data

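The genes past an adjusted p of 0.05 in the cluster fits of edgeR were ranked by fold change, and the 50 highest of IROs and of IFN-responsive microglia were compared. The filter on low counts kept 45 of the 50 microglial genes out of the fit of IROs, so that at most 5 could be shared. They shared these 5 genes, *Ifit1*, *Ifit2*, *Ifit3*, *Irf7* and *Usp18*, where 0.0252 are expected if the listed genes that were tested in both fits were drawn at random from those 8319 genes. All 5 are among the shared genes the paper shows in the diagram. The log2 fold changes in IROs and IFN-responsive microglia were 5.71 and 6.77 for *Ifit1* (chromosome 19, 34640871 to 34650009), 1.41 and 6.84 for *Ifit2* (chromosome 19, 34550694 to 34576419) and 5.14 and 5.91 for *Irf7* (chromosome 7, 141262706 to 141266481). *Ifit2* was higher in IROs in 3 of 5 libraries. DESeq2 gave it a log2 fold change of 0.67 in IROs and did not call it (adjusted p = 0.999). Nor was *Ifit2* called in IROs by edgeR without the library as a block (adjusted p = 0.187). Of the top 50 genes ranked here, 34 of IROs and 27 of IFN-responsive microglia are in the paper's lists of Supplementary Table 3. Of the paper's 16 shared genes, 12 were tested and called higher in IROs and 16 in IFN-responsive microglia, with 12 in both. Leaving out libraries in turn gave from 3 to 7 shared genes, with 3 without wild-type white matter library 2.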

To validate the presence of IFN-responsive microglia in the aged white matter, we costained IBA1^+^ microglia by using antibodies against STAT1 and, in agreement with our scRNA-seq data, we detected STAT1^+^IBA1^+^ microglia in the white matter of 24-month-old mice (Fig. 4f). Notably, these cells were almost absent from the white matter of 3-month-old mice. Next, we studied the spatial relationship between STAT1^+^IBA1^+^ microglia and CD8^+^ T cells in aging white matter and found that they were frequently in close proximity (<20 µm) (Fig. 5a). Our analysis showed that STAT1^+^IBA1^+^ microglia are significantly more often found in close proximity to CD8^+^ T cells than randomly chosen DAPI^+^ cells (Fig. 5b). To determine whether the formation of STAT1^+^IBA1^+^ microglia depends on the function of adaptive immune cells, we first analyzed the effect of the treatment of 18-month-old mice with antibodies against the coinhibitory receptors CTLA-4 and PD-1. The number of STAT1^+^IBA1^+^ microglia increased within the corpus callosum by checkpoint blockage therapy (Fig. 5c). Next, we analyzed the number of STAT1^+^IBA1^+^ microglia in the white matter of 24-month-old *Rag1*^−/−^ mice, which revealed a reduction of STAT1^+^IBA1^+^ microglia number compared with control wild-type mice (Fig. 4f). Finally, we stained for STAT1^+^IBA1^+^ microglia in aged CD8^−/−^ mice. Again, 24-month-old mice deficient in functional CD8^+^ T cells had markedly lower numbers of STAT1^+^IBA1^+^ microglia compared with control wild-type mice (Fig. 5d). Together, these data show that CD8^+^ T cells not only induce an IFN-responsive oligodendrocyte but also microglia state in the aged white matter.

**Fig. 5:**
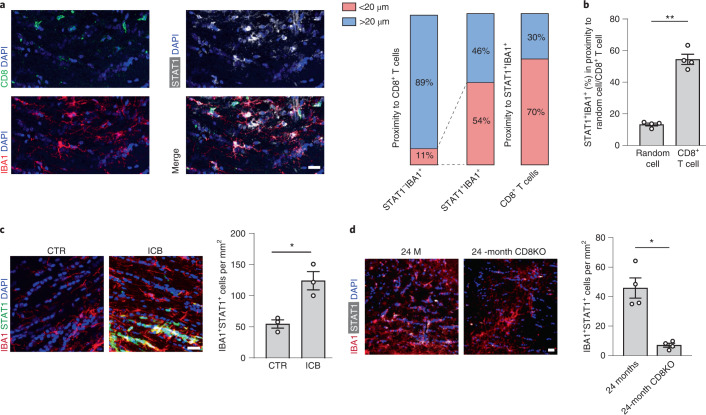
CD8^+^ T cells induce an IFN-responsive microglia state in the aged white matter. **a**, Immunofluorescence staining and quantification of CD8^+^ T cells (green) and STAT1^+^IBA1^+^ microglia proximity in the white matter of 24-month-old mice. Scale bars, 20 μm. Bar plots show quantification of STAT1^+^ and STAT1^−^IBA1^+^ in proximity to CD8^+^ T cells and vice versa (3 sections per mouse were selected, and a total of 117 CD8^+^ T cells and 203 STAT1^+^IBA1^+^ microglia from 4 mice were analyzed). **b**, Quantification of the percentage of STAT1^+^IBA1^+^ microglia found in proximity to random cells compared with CD8^+^ T cells (*n* = 4 mice per group, ^**^P = 0.0052; data are mean ± s.e.m.; *P* value represents a two-sided paired Student’s *t*-test). **c**, Immunofluorescence staining and quantification of STAT1^+^IBA1^+^ microglia in the white matter of mice treated with anti-PD-1 and CTLA-4 (ICB) and isotype control antibodies (CTR) for 6 weeks starting at the age of 18 months (*n* = 3 mice per group, ^*^P = 0.0125; data are mean ± s.e.m.; *P* value represents a two-sided Student’s *t*-test). Scale bar, 20 µm. **d**, Immunofluorescence staining and quantification of STAT1^+^IBA1^+^ microglia in the white matter of 24-month-old wild-type and 24-month-old *CD8*^−*/*−^ mice (*n* = 4 mice per group, ^*^P = 0.0223; data are mean ± s.e.m.; *P* value represents a two-sided Student’s *t*-test). Source data

As our previous work identified the age-dependent formation of white matter-associated microglia, engaged in clearing myelin debris^18^, we asked whether these cells are required for lymphocyte-dependent IFN responses in aged white matter. This seemed plausible because white matter-associated microglia are defined by the activation of genes implicated in phagocytic activity, antigen processing and presentation, and they also express MHC-I (Extended Data Fig. 8a,b) and are enriched in *Mbp* transcripts (Extended Data Fig. 8c,d), reminiscent of microglia containing myelin transcripts previously detected in the brains of patients with multiple sclerosis^38^. As the triggering receptor expressed on myeloid cell 2 (TREM2) is required for the formation of white matter-associated microglia^18^, we analyzed *Trem2*^−/−^ mice to determine possible differences in the formation of IFN-responsive oligodendrocytes and microglia.

However, when aged *Trem2*^−/−^ mice were analyzed, we did not detect any significant differences in the number of STAT1^+^CC1^+^ oligodendrocytes or STAT1^+^IBA1^+^ microglia and also not in the proximity of STAT1^+^IBA1^+^ microglia to CD8^+^ T cells, even if there was a lower number of CD8^+^ T cells (Extended Data Fig. 8e–h), pointing to TREM2-independent mechanisms in the formation of IFN-responsive oligodendrocytes and microglia in aged white matter. However, aged *Trem2*^−/−^ mice suffer from slightly degenerating white matter and seizures^18^, which can cause innate immune reactions^39^, making the interpretation of the data more difficult.

### IFN-γ injection induces oligodendrocyte loss

Next, we performed experiments to determine the functional consequences of IFN on oligodendrocytes. Previous work has shown that CD8^+^ cytotoxic T lymphocytes in the aged brain produce IFN-γ^35^. To assess the impact of IFN-γ on oligodendrocytes, we stereotactically injected 10 ng of IFN-γ into the white matter of 4- and 18-month-old mice, which was sufficient to induce STAT1^+^CC1^+^ oligodendrocytes (Extended Data Fig. 9a). Strikingly, when lesions were analyzed 48 h postinjection in 4- and 18-month-old mice, we found that the aged mice contained more MAC2^+^ phagocytes loaded with myelin debris, displayed stronger reduction of CC1^+^ oligodendrocytes and showed more pronounced demyelination with loss of myelin basic protein (MBP) and a reduction of neurofilament labeling (Fig. 6a–e and Extended Data Fig. 9c). Control vehicle injections in 18-month-old mice did not induce such lesions (Fig. 6f–h and Extended Data Fig. 9b). Previous studies have shown that IFN-γ can induce oligodendrocyte cell death in vitro and in vivo^40–42^. To directly determine the response of IFN-γ on oligodendrocytes, we treated primary cultures of mouse oligodendrocytes with IFN-γ. We used IFN-γ in concentrations that triggered STAT1 expression, to determine whether the induction was sufficient to induce cell death. Immunofluorescence analysis indicated that the STAT1^+^ oligodendrocyte state did not affect cell viability in culture at this concentration (Fig. 6i). As IFN-γ is an important activator of microglia, we asked whether the cytotoxic effects of IFN-γ toward oligodendrocytes is mediated by microglia. Indeed, when oligodendrocytes were cocultured with microglia, a marked reduction of oligodendrocyte cell number was observed in the presence. but not in the absence, of IFN-γ (Fig. 6j). Thus, microglia can induce IFN-γ-mediated oligodendrocyte injury in vitro; however, other cells and mechanisms, such as direct CD8^+^ T-lymphocyte-mediated cytotoxicity, might contribute to oligodendrocyte reactions during aging in vivo.

**Fig. 6:**
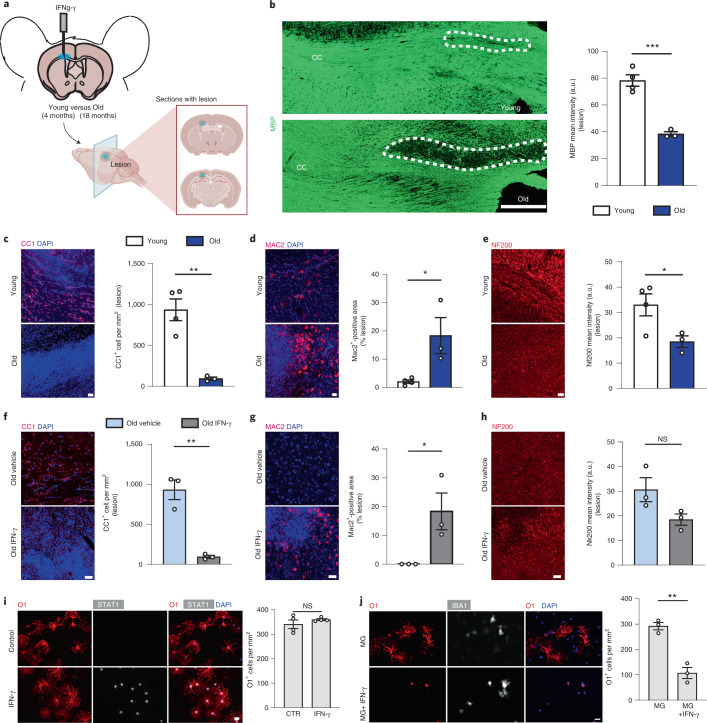
IFN-γ injections induce myelin and oligodendrocyte loss in aged mice. **a**, Diagram showing the model of IFN-γ injection in the corpus callosum (CC). The lesion area was identified by the positivity for monastral blue. **b**, Representative pictures of the CC after injection of 1 µl of a solution of 10 ng µl^−1^ of IFN-γ, 48 h postinjection. The intensity of the staining for MBP (green) was used to quantify the extent of demyelination (young, *n* = 4; old, *n* = 3; ^***^P = 0.0006; data are mean ± s.e.m.; *P* value represents a two-sided Student’s *t*-test). a.u., arbitrary units. **c**–**e**, Representative confocal images and quantifications of IFN-γ-mediated lesions in young and old mice, showing CC1^+^ oligodendrocytes (**c**), MAC2^+^ microglia (**d**) and NF200^+^ axons (**e**). The number of oligodendrocytes was expressed as number of cells per mm^2^; the amount of phagocytes was expressed as percentage area of the lesion occupied by MAC2^+^ cells; the extent of axonal damage was expressed as staining intensity of NF200 (young, *n* = 4; old, *n* = 3; CC1^+^, ^**^P = 0.0031; MAC2^+^, ^*^P = 0.0291; NF200^+^, ^*^P = 0.0451; data are mean ± s.e.m.; *P* values represent a two-sided Student’s t-test). Scale bar, 20 µm. **f**–**h**, Representative confocal images and quantifications of IFN-γ-mediated lesions in old mice and of the vehicle control showing CC1^+^ oligodendrocytes (**f**), MAC2^+^ cells (**g**) and NF200^+^ axons (**h**) (*n* = 3 mice per group, CC1^+^, ^**^P = 0.0025; MAC2^+^, ^*^P = 0.0451; data are mean ± s.e.m.; *P* values represent a two-sided Student’s *t*-test). **i**, Representative images of cultured oligodendrocytes (labeled for O1 in red and STAT1 in white) after treatment with IFN-γ for 24 h compared with control. Quantification of the number of oligodendrocytes after IFN-γ or vehicle treatment, expressed as number of O1^+^ cells per mm^2^ (*n* = 4 biological replicates per group, ^**^P = 0.0022; data are mean ± s.e.m.; *P* values represent a two-sided Student’s *t*-test). **j**, Representative images of oligodendrocytes cultured with microglia alone (MG) or microglia together with IFN-γ (MG+IFN-γ) and stained for O1 (oligodendrocytes) and IBA1 (microglia). Quantification of the number of oligodendrocytes, expressed as number of O1^+^ cells per mm^2^ (*n* = 4 biological replicates per group, ^**^P = 0.0022; data are mean ± s.e.m.; *P* values represent a two-sided Student’s *t*-test). Source data

## Discussion

White matter aging causes myelin degeneration, but how oligodendrocytes respond to aging is poorly defined. In the present study, we found that aging was associated with distinct oligodendrocyte responses, shown by the generation of a subpopulations of STAT1^+^/B2M^+^ and Serpina3n^+^/C4b^+^ oligodendrocytes and a reduction of oligodendrocyte density in aged white matter. We provided evidence that adaptive immune cells contributed to the cellular alterations that were associated with white matter aging. In both *Rag1*^−/−^ and *CD8*^−/−^ aged mice, the number of STAT1^+^ oligodendrocytes decreased and the total density of oligodendrocytes increased to a similar extent, providing evidence that functional CD8^+^ T cells are an important modifier of white matter aging. In addition, we identified a subpopulation of lymphocyte-dependent IFN-responsive microglia in aging white matter. These results show that adaptive immunity drives IFN-responsive cell states in aging white matter, but the exact link of CD8^+^ T cells, microglia and oligodendrocytes remains to be established. Previous work has shown that CD8^+^ T cells invading the aging brain exhibit high levels of IFN-γ, which drive IFN signaling within the neurogenic niche of the subventricular zone^35^. CD8^+^ T-cell-derived IFN-γ may also induce IFN responses in oligodendrocytes and microglia, but the contribution of other IFNs cannot be excluded^43^. One possible scenario is the secretion of IFN-γ by CD8^+^ T cells, which, in turn, polarizes microglia into an injurious phenotype. It is interesting to compare our results with a previous study using a viral model of encephalitis in mice, in which CD8^+^ T-cell-derived IFN-γ triggers acute loss of axosomatic connections^44^. In this model, phagocytes activated by neurons, which have been stimulated by CD8^+^ T-cell-derived IFN-γ triggers synapse loss^44^. Accordingly, it is conceivable that IFN-responsive oligodendrocytes actively recruit proinflammatory microglia as effector cells in aged white matter. Alternatively, CD8^+^ T-lymphocyte cytotoxicity occurs in a cognate T-cell receptor- and granzyme B-dependent manner, as shown for axons in the optic nerve^34^. In this context, the age-related induction of Serpina3n^+^ oligodendrocytes is of interest, because Serpina3n is an inhibitor of granzyme B that can dampen axon and myelin damage in autoimmune conditions^45^. Several studies have identified distinct populations of clonally expanded CD8^+^ T cells expressing the checkpoint inhibitor PD-1 in aged mice and humans^35,46^. We found that treatment of mice with antibodies against the checkpoint receptors, CTLA-4 and PD-1, resulted in an increase in the number of CD8^+^ T cells and IFN-responsive oligodendrocytes and microglia. These data could possibly explain why immune checkpoint inhibition in cancer causes behavioral and cognitive changes in some patients^47^.

The temporal sequence and causality of pathological processes contributing to white matter aging need to be established. As the deep white matter areas lie at the ends of the arterial circulation, they are particularly susceptible to decreases in blood flow and oxygenation, possibly contributing to increased vulnerability of aged white matter to hypoperfusion and aging-induced leaky blood–brain barrier^48,49^. Progressive vascular damage, induced by injury to myelinated fibers, may promote the infiltration of CD8^+^ T cells, thereby triggering harmful immune reactivity toward microglia and oligodendrocytes. A key question that remains to be established is how CD8^+^ T cells enter the brain and whether antigen recognition is necessary for this process. The clonal expansion of CD8^+^ T cells in aging provides evidence that they actively recognize antigen(s)^34,35^. It is unclear why CD8^+^ T cells migrate specifically to the central nervous system white matter. It is possible that they are attracted by myelin self-antigens, reminiscent of the T cells found in multiple sclerosis. The long-lived myelin proteins and lipids may accumulate oxidation and posttranslational modifications during aging that lead to their recognition as neoantigens when presented to T cells. Proof of principle that oligodendrocyte pathology can trigger adaptive autoimmune responses against myelin has been provided in a model of oligodendrocyte ablation^50^. However, passive mechanisms such as age-related changes in the migration of CD8^+^ T across a leaky blood–brain barrier, dural sinuses or choroid plexus are also conceivable. In addition, it remains to be clarified whether CD8^+^ T cells produce IFN-γ in the aging white matter, as has been shown for the stem cell niches of aging mice^35^.

Previous work has shown that oligodendrocytes are particularly sensitive to IFN-γ, because it can trigger oligodendroglial cell death and demyelination^40–42^. Strikingly, we find that this effect is highly pronounced in the aged brain, in which IFN-γ potently induces loss of oligodendrocytes and demyelinating injury. Possibly, the aging brain is primed toward IFN-γ due to age-associated, chronic, low-grade inflammation, so-called ‘inflammaging’^51^. Notably, OPCs respond to IFN-γ by inducing the antigen presentation pathway to activate T cells, which in turn can kill the OPCs as their target cells^28,30^. Immune responses in the aging brain are not limited to oligodendrocyte-lineage cells and myelinated axons. Previous work has shown T-cell infiltration in the aged brain, where the T cells impair the function of neuronal stem cells within the neurogenic niche^35,52,53^. Intriguingly, proliferation of neural stem cells was inhibited by IFN-γ, which was secreted from CD8^+^ T cells^35^. This mechanism is likely to be of functional relevance for the oligodendroglial lineage, because aging is not only associated with myelin degeneration but also with insufficient myelin renewal, a result of reduced capacity of OPCs to proliferate and differentiate^3,4,10,54,55^. Indeed, we found that myelin degeneration was not associated with an increase in OPC numbers in the aging brain.

As aging is the biggest factor for the most prevalent neurodegenerative diseases, it will be interesting to understand how the cellular alterations that occur in the white matter intermix with the pathology of these disorders. White matter changes and myelin alterations have been detected in Alzheimer’s disease and its mouse models^18,56,57^, which may contribute to disease pathology, including TREM2-dependent DAM signaling^16,17^; however, TREM2-independent glial responses have also been described^27,58^. As our previous work identified TREM2- and age-dependent, white matter-associated microglial responses, we analyzed the TREM2 dependence of IFN-responsive microglia but found instead a role of CD8^+^ T cells.

Our data emphasize the contribution of CD8^+^ T cells in triggering IFN-responsive cell states in the aging white matter, but it is likely that additional mechanisms contribute. In particular, prolonged exposure of nucleic acids to pattern-recognition, immune-sensing receptors can lead to inappropriate type I IFN release^59^. It is interesting that Aicardi–Goutieres syndrome, a prototype of an inherited disease with abnormal nucleic acid sensing and IFN induction, is associated with white matter pathology^59^. Likewise, deletion of ubiquitin-specific protease 18, a protein that negatively regulates STAT1 signaling, causes fatal activation of white matter microglia and myelin pathology^60,61^. Due to the extensive crosstalk between type 1 and type 2 IFN signaling pathways, future studies need to address their specific contribution within the different cell types during white matter aging.

Although the exact communication across CD8^+^ T cells, microglia and oligodendrocytes and the link to IFN signaling remain to be established, these results support the hypothesis that cytotoxic CD8^+^ T cells contribute to age-associated white matter decay.

## Methods

### Animals

The mouse lines used in the present study are the following: wild-type C57BL/6J mice were from Janvier Labs; *Trem2*^−/−^ mice^62^ on the C57BL/6J background were kindly provided by C. Haass, Laboratory of Neurodegenerative Disease Research, German Center for Neurodegenerative Diseases (DZNE), Munich; *Rag1*^−/−^ (B6.129S7-Rag1tm1Mom/J)^22^ and *Cd8*^−/−^ mice (B6.129S2-Cd8atm1Mak/J)^23^ and wild-type controls were on the C57BL/6J background. Experiments were performed with young, adult and aged mice (aged 3, 12, 18 and 24 months) as indicated in the figures and legends. Only aged mice that were on inspection healthy were used for experiments. Animals were randomly assigned to the different groups. Treatment with antibodies against PD-1 and CTLA-4 and their respective isotype controls was performed in 18-month-old mice; mice were injected intraperitoneally with a mix of both antibodies of concentration 10 mg kg^−1^ (PD-1) and 20 mg kg^−1^ (CTLA-4) twice a week for 6 weeks in total. All animal experiments were reviewed and overseen by the institutional animal use and care committee of the DZNE in Munich and the University Hospital in Würzburg. All animals were free from the most common mouse viral pathogens, ectoparasites, endoparasites and mouse bacterial pathogens harbored in research animals. The battery of screened infective agents met the standard health profile established in the animal facility in the DZNE animal housing facility. The mice were kept in groups in Greenline IVC GM500 plastic cages and were housed in a temperature-controlled environment (21 ± 2 °C) on a 12 h light:dark cycle with standard chow and water freely available. Water was provided in a water bottle, which was changed weekly. Cages were changed every week.

### Mice perfusion and cell isolation for Smart-seq2

Four young (3-month-old) and four old (24-month-old) male C57BL/6J mice were deeply anesthetized and perfused with cold phosphate-buffered saline (PBS; Sigma-Aldrich, catalog no. D8537). Each brain was carefully removed and individually microdissected under a dissection microscope; gray matter was isolated from the frontal cortex and white matter was carefully isolated from the optic tract, medial lemniscus and corpus callosum (attached gray matter and choroid plexus were removed). We used our previously established isolation protocol^63^ using gentleMACS with the Neural Tissue Dissociation Kit (Papain; Miltenyi Biotec) and a final concentration of 45 mM actinomycin D (Act-D, Sigma-Aldrich, catalog no. A1410). Subsequently, cells were blocked with mouse FcR-blocking reagent (CD16/CD32 Monoclonal Antibody, eBioscience, catalog no. 14-0161-82,1100), stained with antibodies against CD11b (PE/Cy7, M1/70, eBioscience, catalog no. 48-0451-82, 1:200) and afterward washed with PBS. Before sorting, the cell suspensions were stained by the live/dead marker SYTOX Blue (final concentration 1 µM). Viable (SYTOX Blue-negative) nonmyeloid single cells (CD11b^−^ cells) were sorted by flow cytometry (Sony, catalog no. SH800). Single cells were sorted into 96-well plates filled with 4 ml of lysis buffer containing 0.05% Triton X-100 (Sigma-Aldrich) and ERCC (External RNA Controls Consortium) RNA spike-in Mix (Ambion, Life Technologies; 1:24,000,000 dilution), 2.5 mM oligo(dT), 2.5 mM dNTP and 2 U ml^−1^ of recombinant RNase inhibitor (Clontech), then spun down and frozen at −80 °C. Plates were thawed and libraries prepared as described below.

### Library preparation for Smart-seq2

The 96-well plates containing the sorted single cells were first thawed and then incubated for 3 min at 72 °C and thereafter immediately placed on ice. To perform reverse transcription (RT) we added to each well a mix of 0.59 μl of H_2_O, 0.5 μl of SMARTScribe Reverse Transcriptase (Clontech), 2 μl of 5× First Strand buffer, 0.25 μl of Recombinant RNase Inhibitor (Clontech), 2 μl of Betaine (5 M Sigma), 0.5 μl of dithiothreitol (100 mM), 0.06 μl of MgCl_2_ (1 M, Sigma-Aldrich) and 0.1 μl of template-switching oligos (TSOs) (100 μM, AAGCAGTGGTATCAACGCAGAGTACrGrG + G). Next, RT reaction mixes were incubated at 42 °C for 90 min, followed by 70 °C for 5 min and 10 cycles of 50 °C for 2 min and 42 °C for 2 min, finally ending with 70 °C for 5 min for enzyme inactivation. Preamplification of complementary DNA was performed by adding 12.5 μl of KAPA HiFi Hotstart 2× (KAPA Biosystems), 2.138 μl of H_2_O, 0.25 μl of ISPCR primers (10 μM, 5′-AAGCAGTGGTATCAACGCAGAGT-3′) and 0.1125 μl of lambda exonuclease under the following conditions: 37 °C for 30 min, 95 °C for 3 min, 23 cycles of 98 °C for 20 s, 67 °C for 15 s and 72 °C for 4 min, and a final extension at 72 °C for 5 min. Libraries were then cleaned using AMPure bead (Beckman-Coulter) clean-up at a 0.7:1 beads:PCR product ratio. Libraries were assessed using Bio-analyzer (Agilent, catalog no. 2100), using the High Sensitivity DNA analysis kit, and also fluorometrically using Qubit’s DNA HS assay kits and a Qubit 4.0 Fluorometer (Invitrogen, Life Technologies) to measure the DNA concentrations. Further selection of samples was performed via quantitative PCR assay against ubiquitin transcript Ubb77 (primer 1 5′-GGAGAGTCCATCGTGGTTATTT-3′; primer 2 5′-ACCTCTAGGGTGATGGTCTT-3′; probe 5′-/5Cy5/TGCAGATCTTCGTGAAGACCTGAC/3IAbRQSp/−3′) measured on a LightCycler 480 Instrument II (Roche). Samples were normalized to 160 pg µl^−1^. Sequencing libraries were constructed using in-house-produced Tn5 transposase33. Libraries were barcoded and pooled then underwent three rounds of AMPure bead (Beckman-Coulter) clean-up at a 0.8:1 ratio beads:library. Libraries were sequenced 2× 150 reads bp paired-end on Illumina HiSeq4000 to a depth of 3 × 105–4 × 105 reads per sample.

### Processing, quality control and analyses of Smart-seq2 scRNA-seq data

BCL files were demultiplexed with the bcl2fastq software from Illumina. After quality control with FastQC, reads were aligned using rnaSTAR^64^ to the GRCm38 (mm10) genome with ERCC synthetic RNA added. Read counts were collected using the parameter ‘quantMode GeneCounts’ of rnaSTAR and the unstranded values. Quantitative criteria were used to filter out low-quality cells as shown in Extended Data Fig. 1b. We observed the distribution of all samples for each quality metrics and defined thresholds to remove outliers or samples with abnormal values. In the same order as in Extended Data Fig. 1b, we considered the number of reads per sample (≥20,000 and ≤4 × 10^6^), the number of genes per sample (≥1,000 and ≤6,500), the average sequence read length after trimming (≥180 and ≤200), the mismatch rate during alignment (≥0.15 and ≤0.5), the percentage of uniquely mapped reads (≥68 and ≤100), the percentage of multimapped reads (≥2.3 and ≤7.7), the percentage of reads considered too short (≥0 and ≤17), the percentage of ERCCs (≥0 and ≤0.011) and the percentage of mitochondrial genes (≥0 and ≤0.006). From 2,650 single cells, 2,538 passed quality control. From that point, Seurat v.3.2.3R package was utilized^65^. Gene expressions were normalized using the SCTransform function (3,000 variable features) within Seurat. The first eight PCs were selected based on the elbow plot and heatmap of PC embeddings and used for downstream analysis steps. Cell-type clusters were identified using the Louvain algorithm and annotated by canonical cell-type markers (Extended Data Fig. 1c,d). Oligodendrocytes (2,413 single cells) were extracted and analyzed separately. After processing with SCTransform (2,000 variable features), the first 10 PCs were considered for downstream analyses. Unbiased clustering was performed using the Louvain algorithm that led to the identification of the four aforementioned oligodendrocyte populations. Gene sets of clusters 1, 2, 3 and 4 were defined by using the FindMarkers function with a threshold of avg_log_2_(fold-change) (avg_log_2_(FC)) > 1 (Fig. 1g). GO analyses were performed with the DAVID annotation tool^66^, STRING^67^ and Metascape^68^.

### Mice perfusion and cell isolation for 10× genomic experiments

For 10× genomic experiments, mice were deeply anesthetized and perfused with cold PBS. Each brain was removed, individually microdissected under a dissection microscope and dissociated in the same way as described above (10× mice information is provided in Supplementary Table 2). To collect enough cells for loading on to the 10× Genomics Chromium chip, two gray matter/white matter tissue samples were combined into one sample. After tissue dissociation, SYTOX Blue-negative cells were sorted into a 2-ml Eppendorf tube with 1 ml of RPMI + 5% fetal bovine serum (FBS). Sorted cells were centrifuged at 300*g* for 10 min at 4 °C. Cell pellets were resuspended in 0.04% bovine serum albumin (BSA) + PBS catching medium at a concentration of 700–900 cells per μl.

### Library preparation for 10× genomic experiments

Single-cell suspensions were loaded on to the Chromium Single Cell Controller using the Chromium Single Cell 3′ Library & Gel Bead Kit v.3.1 (10× Genomics) chemistry following the manufacturer’s instructions. Sample processing and library preparation were performed according to the manufacturer’s instructions using AMPure beads (Beckman-Coulter). Libraries were sequenced on the DNBSEQ Sequencing System (BGI group).

### Preprocessing and analyses of 10× data

Fastq files were processed with Cell Ranger v.3.0.2 (wild-type aging), 4.0.0 (Rag1KO 1st batch) and 6.1.2 (Rag1KO 2nd batch). From that point, the Seurat v.3.2.3R package^65^ was used for downstream analyses. Unless stated otherwise, all gene expression matrices were filtered with the parameters ‘min.cells=3’, ‘min.genes=200’ and ‘mitochondrial percentage>0.10’ (Extended Data Fig. 6c), removing cells with <200 genes and mitochondrial gene percentage >10% and keeping genes with expression in at least 3 cells. Further sets of filters are explained in detail for each sample.

#### Wild-type aging datasets

The two batches of libraries (Supplementary Table 2) were processed separately. For the first batch, expression matrices were filtered by number of unique molecular modifiers (UMIs) (<30,000) and genes (<6,000). Processed data were normalized with the SCTransform function (variable.features.rv.th=1.4) and the top 9 PCs were selected for downstream analyses on inspection. Major cell types were identified using Louvain clustering and canonical cell-marker expression. Oligodendrocytes were extracted to be analyzed separately. The oligodendrocyte subset dataset was processed with SCTransform (variable.features.rv.th=1.5), principal component analysis (ten PCs) and Louvain clustering as explained earlier. In addition, *Gm42418* and *AY036118* genes were removed from the expression matrix because they indicate ribosomal RNA contamination^69^.

The samples in the second batch were analyzed similarly; by extracting the oligodendrocytes after processing the libraries by quality control (QC) filtering, normalization, dimensionality reduction, clustering and cell-type annotation. QC filtering was done by number of UMIs (<50,000) and genes (<8,000). The filtered expression matrix was normalized by SCTransform (variable.features.rv.th=1.4 and regression by ‘mitochondrial percentage’). The top 30 PCs were picked for downstream analyses. The oligodendrocyte subset dataset was again put through the same processing steps: SCTransform (top 750 variable genes) normalization, preceding downstream analyses conducted with the top 10 PCs.

To avoid batch-specific effects while still preserving biological variability, the sequenced libraries (four sequencing runs from eight animals) were integrated using the Seurat 3 CCA integration workflow^70^. Both the dataset with all cell types and the oligodendrocyte subset dataset were integrated using the integration steps tailored for SCTransform-normalized datasets. For the dataset with all cell types, the first 30 PCs were selected for the downstream analyses. Major cell types were identified using Louvain clustering and canonical cell-marker expression (Extended Data Fig. 1e,f).

For the oligodendrocyte dataset integration, the top 750 most variable genes and the top 20 PCs were selected for the ‘anchoring’. After the integration, the top 10 PCs were used for downstream steps and unbiased clustering with a resolution of 0.5 identified the aforementioned 7 oligodendrocyte populations.

#### Rag1KO datasets

Samples from the two batches were analyzed separately, similar to the steps described for the wild-type aging datasets. For the first batch, expression matrices were filtered by number of UMIs (<20,000). Processed data were normalized using the SCTransform function (variable.features.rv.th=1.4 and regression by ‘mitochondrial percentage’). The top 30 PCs were selected for downstream analyses and major cell types were identified using Louvain clustering and canonical cell-marker expression. A small cluster with high microglial-marker gene expression was removed. Oligodendrocytes were extracted and analyzed separately before integration. *Gm42418* and *AY036118* genes were removed from the expression matrix to prevent technical artifacts. In addition, a small cluster with high microglial-marker gene expression were removed. The same normalization parameters were applied: variable.features.rv.th=1.4 and regression by ‘mitochondrial percentage’. The second batch of samples (both all cell types and oligodendrocyte subsets) were analyzed in the same way with the exception of filtering parameters (number of UMIs <25,000 and genes <8,000).

#### Integration of wild-type and Rag1KO datasets

The Seurat v.3 RPCA integration method was used to analyze wild-type and Rag1KO samples together. Previously described four batches of oligodendrocytes subsets (eight sequencing runs in total, four per genotype) were integrated (Fig. 3d and Extended Data Fig. 6c). The 500 most variable genes from each batch and the top 20 PCs were used in the ‘anchoring’ (k.anchor=3) of the Seurat objects. Postintegration, the top 15 PCs were selected for downstream analyses. Unbiased clustering identified the same oligodendrocyte populations as previously described.

To analyze wild-type and Rag1KO microglia, our previously described microglia dataset^18^ was integrated together with the microglia from our Rag1KO libraries. Four batches of microglia subsets (eight sequencing runs in total, four per genotype) were integrated (Fig. 4a and Extended Data Fig. 6c). The 750 most variable genes from each batch and the top 15 PCs were used in the ‘anchoring’ (k.anchor=4, max.features=100) of the Seurat objects. Postintegration, the top 15 PCs were selected for downstream analyses. Unbiased clustering identified the same microglial populations in Safaiyan et al.^18^ with addition to IFN-responsive microglia.

Datasets generated in the present study and external datasets (12 sequencing runs, 4 from Safaiyan et al.^18^, 8 from the present study) were integrated using RPCA (Fig. 3a). The 3,000 most variable genes and default parameters for other functions were used in the ‘anchoring’. The first 30 PCs were selected for clustering analysis and major cell types were identified using canonical marker genes.

#### Integration of CD8 T-cell datasets

Processed gene expression matrices and metadata of brain (FACS), kidney (droplet), lung (droplet) and spleen (droplet) datasets from the mouse aging single-cell transcriptomic atlas^36^ were downloaded. After filtering based on gene expression and age, only CD8^+^ T cells from 21- and 24-month-old samples were kept. The processed gene expression matrix and metadata were provided on request by the authors for the Groh et al. dataset^34^. These five datasets were integrated with the RPCA workflow for log(normalized datasets); the 500 most variable genes and the top 10 PCs were used in the anchoring steps. The integrated dataset was scaled with default parameters and the top ten PCs were used to calculate the UMAP.

All differential gene expression analyses were conducted using the FindMarkers function with Wilcoxon’s rank-sum test. The scCODA v.0.1.6 package was used for compositional analysis of the single-cell data. The false discovery rate (FDR) value was set to 0.4 to be able to detect subtle yet biologically relevant changes, as described by the authors in their documentation. In all boxplots, the central line denotes the median, boxes represent the interquartile range (IQR) and whiskers show the distribution except for outliers. Outliers are all points outside 1.5× the IQR.

### Immunohistochemistry

Animals were anesthetized by 10 mg ml^−1^ of ketamine and 1 mg ml^−1^ of xylazine solution intraperitoneally and perfused transcardially with 4% paraformaldehyde (PFA). Postfixation of brain tissue was done in 4% PFA overnight. Then the brain tissue was further cryoprotected in 30% sucrose in PBS for 24 h. After freezing the tissue on dry ice using Tissue-Tek O.C.T, 30-μm coronal sections were cut using a cryostat Leica CM 1900. Free-floating sections were collected in a solution containing 25% glycerol and 25% ethylene glycol in PBS. The sections were rinsed with 1× PBS containing 0.2% Tween-20 and permeabilized in 0.5% Triton X-100 for 30 min. Fab fragment goat anti-mouse immunoglobulin G (1:100, Dianova) was added for 1 h at room temperature to block endogenous mouse tissue immunoglobulins. After a brief wash the sections were blocked for 1 h at room temperature in a solution containing 2.5% fetal calf serum, 2.5% BSA and 2.5% fish gelatin in PBS. Primary antibodies, diluted in 10% blocking solution, were incubated overnight at 4 °C. On the following day, sections were incubated with secondary antibodies, diluted in 10% blocking solution, for 2 h at room temperature. The sections were washed with PBS followed by DAPI incubation in 1× PBS for 10 min and mounted. The following antibodies were used: mouse anti-APC (Millipore, catalog no. OP80-100UG, 1:100), rabbit anti-B2m (abcam, catalog no. ab75853-100ul, 1:100), rabbit anti-STAT1 (Cell Signaling Technology, catalog no. 14994S, 1:250), rat anti-CD8 (Promega, catalog no. 100702, 1:100), rabbit anti-Iba1 (Wako, catalog no. 234 004, 1:250), goat anti-Serpina3n (Bio-Techne, catalog no. AF4709, 1:100), rat anti-C4b (Thermo Fisher Scientific, catalog no. MA1-40047,1:25), rabbit anti-Olig2 (Millipore, catalog no. AB9610, 1:250), mouse anti-Gstp (BD, catalog no. 610719, 1:250), rat anti-Mac2 (BioLegend, catalog no. 125402, 1:250), chicken anti-MBP (Thermo Fisher Scientific, catalog no. PA1-10008, 1:1,000), chicken anti-neurofilament heavy polypeptide (abcam, catalog no. ab4680, 1:400), anti-PDGF-Ralpha (R&D Systems, catalog no. 1:100), goat anti-CD69 (R&D Systems,1:100), goat anti-PD-1 (R&D Systems,1:100), rabbit anti-LAG-3 antibody (Abcam, 1:100), AF1062FM green fluorescent myelin stain (Thermo Fisher Scientific, catalog no. F34651, 1:400), anti-mouse 555 (Thermo Fisher Scientific, catalog no. A-21422, 1:500), anti-mouse 647 (Thermo Fisher Scientific, catalog no. A-21235, 1:500), anti-mouse 488 (Thermo Fisher Scientific, catalog no. A-21202, 1:500), anti-rabbit 555 (Thermo Fisher Scientific, catalog no. A-21428, 1:500), anti-rabbit 488 (Thermo Fisher Scientific, catalog no. A-11008,1:500), anti-rat 555 (Thermo Fisher Scientific, catalog no. A-21434, 1:5600), anti-goat 555 (Thermo Fisher Scientific, catalog no. A-32116, 1:500), donkey anti-rat 488 (Thermo Fisher Scientific, 1:500), donkey anti-goat 555 (Thermo Fisher Scientific, 1:500) and donkey anti-rabbit 647 (Thermo Fisher Scientific, 1:500). For CC1, B2m, Gstp, OLIG2, STAT1 and Serpina3n staining, antigen retrieval protocol using citrate buffer (10 mM, pH 6) was performed on free-floating sections, followed by a staining protocol as mentioned above. For CD8, STAT1 and CC1/IBA1 combined staining, the sections were permeabilized with 0.5% Triton X-100 for 30 min at room temperature and blocked in 5% goat serum, and primary antibodies, diluted in 10% blocking solution, were added and incubated overnight at 4 °C with 0.5% Triton X-100 for 30 min at room temperature and blocked in 5% goat serum; secondary antibodies include goat anti-rabbit IgG antibody (H + L), biotinylated (Vector Laboratories, 1:200), goat anti-rat 488 and goat anti-mouse 647 (Invitrogen, 1:500) for 1 h at room temperature. Sections were then washed with PBS and incubated with streptavidin 555 (Invitrogen, 1:500). To determine the proximity of CD8^+^ T cells to STAT1^+^CC1^+^ oligodendrocytes (IROs), CD8^+^ T cells (or random DAPI^+^ cells) were selected manually, from which a circle with a 20-µm radius was drawn from the center of the cell via ImageJ automatically. We then quantified the percentage of STAT1^+^CC1^+^ oligodendrocytes located within that circle. Conversely, we proceeded similarly but took oligodendrocytes as a reference and quantified the T cells within a circle with a 20-µm radius. The same quantification method was applied to determine the proximity of CD8^+^ T cells to STAT1^+^IBA1^+^ microglia (IRM). Images were acquired via a Leica TCS SP5 confocal microscope or with an LSM900 Zeiss microscope and were processed and analyzed with ImageJ 1.41 image-processing software.

### Correlated light and electron microscopy

Mice were perfused by 4% PFA (electron microscope (EM) grade, Science Services) in PBS (pH 7.4), the brain dissected and vibratome sectioned coronally at 100-µm thickness. Every second section was subjected to immunohistochemistry, whereas the remaining sections were postfixed with 2.5% glutaraldehyde in 0.1 M cacodylate buffer (Science Services) for potential EM. The method of immunohistochemistry for Iba1 staining was described as above. Sections were assessed by fluorescence imaging for sites of Iba1 enrichment in the corpus callosum, indicative of microglial nodules. The adjacent EM section was selected and subjected to a standard rOTO contrasting procedure. After postfixation in 2% osmium tetroxide (Electron Microscope Services), 1.5% potassium ferricyanide (Sigma-Aldrich) in 0.1 M sodium cacodylate, staining was enhanced by reaction with 1% thiocarbohydrazide (Sigma-Aldrich) for 45 min at 40 °C. The tissue was washed in water and incubated in 2% aqueous osmium tetroxide, washed and further contrasted by overnight incubation in 1% aqueous uranyl acetate at 4 °C and 2 h at 50 °C. Samples were dehydrated in an ascending ethanol series and infiltration with LX112 (LADD). We serially sectioned the tissue at 200-nm thickness on to carbon nanotube (CNT) tape (Science Services) on an ATUMtome (Powertome, RMC) using a 35° ultra-diamond knife (Diatome). CNT tape stripes were assembled on to adhesive carbon tape (Science Services) attached to 4-inch silicon wafers (Siegert Wafer) and grounded by adhesive carbon tape strips (Science Services). EM micrographs were acquired on a Crossbeam Gemini 340 SEM (Zeiss) with a four-quadrant backscatter detector at 8 kV. Overview scans were taken at 200-nm lateral and higher resolution scans at 20-nm lateral resolution. Serial section data were aligned by a sequence of automatic and manual processing steps in Fiji TrakEM2 (ref. ^71^) and relevant regions selected.

### Subregional localization analysis

To compare the difference between frontal white matter and medial white matter, coronal sections with corpus callosum were divided into two groups following the *Allen Mouse Brain Atlas*: the white matter in the front of the brain, which does not contain lateral ventricles, was defined as ‘frontal white matter’ and white matter from sections that have lateral ventricles is defined as ‘medial white matter’. For each quantification, two brain sections were selected from each group of three to four mice. For statistical analysis the paired Student’s *t*-test was used.

### RNAscope in situ hybridization

RNAscope in situ hybridization assay was applied to detect *Mbp* mRNA in the brain cryosections prepared from aged wild-type mice as performed previously^18^. The assay was performed using a commercially available RNAscope Multiplex Fluorescent Detection Reagent v.2 (Advanced Cell Diagnostics) kit and the manufacturer’s instructions were followed. Briefly, 30-μm cryosections were fixed on superfrost plus slides; they were pretreated with hydrogen peroxide for 10 min at room temperature and then with antigen retrieval reagent (5 min of boiling) to unmask the target RNA. After applying Protease III on the sections for 30 min at 40 °C, probe hybridization was done by incubating sections in mouse *Mbp* probe assigned to channel 3, diluted 1:50 in probe diluent, for 2 h at 40 °C. Afterwards, signal amplification and detection were performed according to the kit’s instruction. Signal detection was done using Opal dyes (Opal520-green) diluted 1:3,000 in tyramide signal amplification (TSA) buffer. To visualize microglia, after in situ hybridization, an immunohistochemistry assay was performed using Iba1 antibody (Wako, 1:1,000). After washing with 1× PBS, sections were incubated for 30 s with 1× TrueBlack to remove autofluorescence background. The nuclei of cells were counterstained with DAPI and mounted. Images were acquired via a Leica TCS SP5 confocal microscope or with an LSM900 Zeiss microscope and were processed and analyzed with ImageJ 1.41 image-processing software.

### Cell culture

OPCs were prepared from P8 C57BL/6J mouse brains by immunopanning^72^. Briefly, brains were dissociated to single-cell suspension, which was passed through two negative-selection plates coated with BSL1 to remove microglia. The remaining cell suspension was then incubated in a positive-selection plate coated with anti-CD140a antibodies. The attached cells were collected by accutase and cultured on poly(l-lysine)-coated coverslips in proliferation medium containing Dulbecco’s modified Eagle’s medium (DMEM; Thermo Fisher Scientific, catalog no. 41965), Sato Supplement, B-27 Supplement, GlutaMAX, Trace Elements B, penicillin–streptomycin, sodium pyruvate, insulin, *N*-acetyl-l-cysteine, d-biotin, forskolin, ciliary neurotrophic factor (CNTF), platelet-derived growth factor (PDGF) and neurotrophin-3 (NT-3). Primary microglia cultures were prepared from p11 C57BL/6J mouse brains. The brains were homogenized to a single-cell suspension using the neural tissue dissociation kit (Miltenyi Biotech, catalog no. 130-092-628) and by filtering the homogenate through a 70-μm cell strainer to remove tissue debris. Then, the cells were incubated with magnetic beads against CD11b and the solution was passed through a magnetic column. Microglia were flushed and plated in DMEM supplemented with 10% bovine calf serum, 10 ng ml^−1^ of monocytic colony-stimulating factor, 1% penicillin–streptomycin and 1% glutamate for 4–7 d before using them for experiments. For the coculture experiments, OPCs were cultured in differentiation medium containing DMEM (Thermo Fisher Scientific), Sato Supplement, B-27 Supplement, GlutaMAX, Trace Elements B, penicillin–streptomycin, sodium pyruvate, insulin, *N*-acetyl-l-cysteine, d-biotin, forskolin, CNTF and NT-3. After 1.5 d, when OPCs had differentiated into oligodendrocytes, microglia were collected after scraping, counted and plated with oligodendrocytes. After 6 h, IFN-γ (Millipore, catalog no. IF005) in 5 mM phosphate buffer, pH 8.0 containing 0.1% BSA was diluted 1:5,000 in the coculture to a final concentration of 0.1 ng µl^−1^. For the control, phosphate buffer containing BSA was diluted in the same way. After 2 d, the coculture was fixed and analyzed by immunocytochemistry. Briefly, the cells were permeabilized with 0.1% Triton X-100 for 1 min and blocked in 10% blocking solution for 1 h. The cells were then incubated with primary antibodies overnight at 4 °C, washed twice in PBS and incubated for 1 h at room temperature with secondary antibodies. Oligodendrocytes were stained for O1 (mouse hybridoma, 1:5), microglia for IBA1 (Wako, catalog no. 234 004, 1:250) and nuclei were stained with DAPI. After mounting, the cells were imaged on a Leica DMI6000 widefield microscope (×20, 0.4 numerical aperture, air objective) and analyzed using Fiji.

### Stereotactic injection in the corpus callosum

A solution of 10 ng µl^−1^ of IFN-γ was prepared by mixing IFN-γ with sterile 1× PBS. Monastral blue (Sigma-Aldrich, catalog no. 274011; autoclaved and sterile filtered) was added to a final concentration of 0.03% just before injection to identify the lesion area during tissue processing. Mice were anesthetized with an intraperitoneal injection of MMF solution (0.5 mg medetomidin per kg (body weight), 5 mg midazolam per kg (body weight) and 0.05 mg fentanyl per kg (body weight)). Then the head was shaved and the eyes were protected with bepanthene cream (Bayer, catalog no. 1578847). A small incision was performed in the skin to expose the skull. The mouse was positioned into a stereotactic injection apparatus and a small hole was drilled at the injection coordinates: *X*, ±0.55 mm; *Y*, −1.22 mm (from the bregma). The glass capillary containing the IFN-γ solution or the control solution (PBS) was then lowered to *Z* of −1.25 mm from bregma, and 1 µl was injected at a rate of 100 nl min^−1^. Then, 3 min after the delivery of the solution, the capillary was slowly retracted. The mouse was then injected with 0.05 mg of buprenorphin per kg (body weight) and the skin wound was sutured. Anesthesia was terminated by the injection of the antagonist solution, containing 2.5 mg kg^−1^ of atipamezol, 1.2 mg kg^−1^ of naloxone and 0.5 mg kg^−1^ of flumazenil. After 48 h, the animals were perfused transcardially with 4% PFA. Postfixation of brain tissue was done in 4% PFA overnight. Then the brain tissue was further cryoprotected in 30% sucrose and PBS for 24 h. The brain lesions were sectioned and stained using the same method as used in Immunohistochemistry.

### Statistical analysis

For immunohistochemistry analysis three to six sections from each animal were analyzed. Data are shown as mean ± s.e.m. No statistical methods were used to predetermine sample sizes, but our sample sizes are similar to those generally employed in the field^16–20^. Each dot represents one animal. Normal distribution of the samples was tested using the Shapiro–Wilk test. For statistical analysis, paired or unpaired Student’s *t*-test, or the Mann–Whitney *U*-test, was used to compare two groups. Two-sided, one-way analysis of variance (ANOVA) followed by post hoc Tukey’s test was used for multiple comparisons. Test were chosen according to their distribution. In all tests a *P* value <0.05 was considered significant with ^*^P < 0.05, ^**^P < 0.01 and ^***^P < 0.001. Statistical analyses were done using GraphPad Prism (GraphPad Software, Inc.). Data acquisition and analysis were performed in a blinded manner. No animals were excluded from the analyses.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Online content

Any methods, additional references, Nature Research reporting summaries, source data, extended data, supplementary information, acknowledgements, peer review information; details of author contributions and competing interests; and statements of data and code availability are available at 10.1038/s41593-022-01183-6.

## Supplementary information

Reporting Summary

Supplementary Table 1 A complete list of mice used for Smart-seq2 experiments.

Supplementary Table 2 A complete list of mice used for 10x experiments.

Supplementary Table 3 GO enrichment details for the cluster marker gene sets.

## Data Availability

The datasets we used (scRNA-seq) are deposited at the Gene Expression Omnibus (National Center for Biotechnology Information) under accession no. GSE202579. External datasets used in the present study include data from accession nos. GSE166548, GSE138891 and GSE132042. Source data are provided with this paper.

## Source data

Source Data Fig. 2 Statistical source data.
Source Data Fig. 3 Statistical source data.
Source Data Fig. 4 Statistical source data.
Source Data Fig. 5 Statistical source data.
Source Data Fig. 6 Statistical source data.
Source Data Extended Data Fig. 2 Statistical source data.
Source Data Extended Data Fig. 3 Statistical source data.
Source Data Extended Data Fig. 5 Statistical source data.
Source Data Extended Data Fig. 7 Statistical source data.
Source Data Extended Data Fig. 8 Statistical source data.
Source Data Extended Data Fig. 9 Statistical source data.

How the deposited data were processed for this re-analysis (not part of the article)

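The deposited data of 8 libraries of 24-month-old mice on the 10× platform were used, 2 from gray and 2 from white matter of wild-type mice, and 1 from gray and 3 from white matter of mice labelled *Rag1*-/-. The deposited tables hold the authors' Cell Ranger UMI counts per gene and cell as whole numbers, without normalization. The authors had filtered genes by the number of cells they occur in, and cells by their genes, UMIs and share of mitochondrial RNA, with UMI limits that differed between experiments. In the tables of all cell types, the highest UMI totals per cell were 23094 to 49480 in wild-type and 19911 to 19979 in *Rag1*-/- libraries. In the table of oligodendrocytes they reached 24951 and 24937 in *Rag1*-/- white matter libraries 2 and 3. The authors also removed a small *Rag1*-/- cluster with microglial markers. Tables of all cell types gave the counts of 8726 wild-type and 20905 *Rag1*-/- cells. A joint table gave the counts and the authors' cluster names of 15604 oligodendrocytes. For microglia, the authors' cluster names were used and the counts were taken from the tables of all cell types. The microglia table also holds 8171 cells of 4 libraries of another series, which were not used in any step. Smart-seq2 cells, young mice, images and proteins were not analysed here.

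Conditions come from the sample labels. Libraries are the replicates, and cells were not treated as replicates. Genotype coincides with the experiment, with the version of Cell Ranger and with the list of genes counted. Across genes, residuals of gray and white matter libraries from the same wild-type pool were correlated (r = 0.517). Pairs of libraries that share an experiment number across genotypes were not (−0.0676, 0.0188 and −0.115). The second pair of *Rag1*-/- white matter libraries had 0.0213. Both of its libraries belong to the same group, where residuals from a shared mean tend to oppose each other. Their value therefore does not exclude a shared batch effect. The correlations are across genes, which are not independent replicates. A batch term was not part of the main fits, and the mouse pool was a block in an alternative.

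UMI counts were summed over the oligodendrocytes of each library and fitted in edgeR 4.0.16 under R 4.3.3 with 4 groups of tissue and genotype, filterByExpr, TMM and the two-sided quasi-likelihood F test. All 8 libraries share the estimate of spread, and the lone *Rag1*-/- gray matter library is assumed to vary like the others. Standard errors are the log2 fold change divided by the square root of F. P-values were adjusted by Benjamini-Hochberg, and genes at an adjusted p of 0.05 were called. The fits used the 16999 genes listed for both genotypes, a choice made after the tables were read. Numbers of cells per cluster were fitted with the same test, without a trend, with all oligodendrocytes of a library as its size, and adjusted over the 4 clusters. The cluster names are those of the joint clustering of Fig. 3, with subclusters of Oligo1 and Oligo2 summed. Gene lists were tested with camera of limma 3.58.1 at a preset correlation of 0.01, with fry and an estimated correlation beside it, and adjusted over the 18 lists of a contrast, 17 in microglia-like cells and 3 for the difference between cell types. The adjustment of the fry and estimated-correlation values over the lists was added after the results were seen. Exact two-sided permutation tests over libraries were run for shares. Intervals of single shares are exact Clopper-Pearson intervals at 95%, and they and the limit of 3 counts for a count of 0 cover counting error alone.

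The lists were the 29 IRO genes, 96 genes of age-related oligodendrocytes, 14 Oligo1 and 50 Oligo2 genes of Supplementary Table 3, which the authors took from Smart-seq2 cells. From the same table came the 16 genes shared by IROs and IRMs in Fig. 4e and the 34 genes specific to each, which the authors chose on these libraries. Further lists were written without the data for type I IFN-stimulated genes, IFN-γ-induced genes, MHC class I presentation, T cells, CD8 T cells, B cells, innate lymphoid cells, oligodendrocytes, microglia, blood and choroid plexus. Genes were named by a rule fixed beforehand. It covers the genes the paper names for these results and, for each contrast of all oligodendrocytes, the 5 called genes with the largest and the 5 with the smallest log2 fold change whose libraries do not overlap between the groups. Results for 1 gene are not reported here. Other genes, among them *Pla2g16*, *Plaat3*, *Trac*, *Ifit1*, *Ifit2* and *Irf7*, were singled out after their values were seen. A gene at 0 in every library of a group was given a bound against a floor of 3 counts over the group.

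Clusters of cells were compared within libraries, with the library as a block, for IROs (5 libraries), IFN-responsive microglia (3 libraries) and white matter-associated microglia (4 libraries) with at least 10 cells of the cluster. These comparisons describe clusters that were drawn from the same genes. IFN-high oligodendrocytes were counted without clusters, after thinning each cell to 1000 UMIs, as cells with at least 3 UMIs over the 16 shared genes. Cells with fewer UMIs were left out, between 0 and 14 per library.

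Cells of all types were clustered anew in Python 3.11.15 (scikit-learn 1.9.0, igraph 0.11.9), separately for each genotype, on 2000 variable genes, 30 principal components and 15 neighbors with the Leiden method at resolution 1. A marker counted as present at 25% or more of the level of its best cluster and in at least 10% of cells, and a type needed 3 markers. Clusters of low depth with no marker of their type among their 10 leading genes, and clusters with more markers of another type there, stayed unnamed. This naming rule was changed in 2 steps after its output was seen. Clusters of 309 and 106 *Rag1*-/- cells thereby moved to the unnamed cells. An earlier exploratory clustering was not used. No doublet caller was run. T/NK cells were counted in these clusters because the authors' annotation of them was not used, and 3 other ways of counting them were added after seeing the data. Microglia-like cells were the 1 other type with at least 20 cells in each white matter library.

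Calculations used numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3, and plots matplotlib 3.10.9. Gene positions are those of GENCODE vM21 on GRCm38, used for position and overlap alone, and matched by symbol. Alternatives were DESeq2 1.42.0 with its size factors, no filter on low counts, a fit of the compared groups alone, cells thinned to 1000 UMIs, cells with at least 2000 UMIs, the mouse pool or the batch number as a block, TMM or all cells of the library as denominator for shares, other limits of IFN-high cells, other reference cells for clusters, and each library left out. The methods were tested on simulated data with known changes on the libraries' own sizes. All genes of a comparison shared a common dispersion, libraries were independent, and no pool or experiment effect was simulated. The gene rates come from a single simulation per comparison, and all rates describe that setting and not these libraries. In oligodendrocytes between genotypes, edgeR recovered 83.2% of changed genes with 5.36% false calls, and DESeq2 recovered 76.4%. Between tissues the shares recovered were 66.5% and 62.8%, in microglia-like cells 73.3% and 62.3%, for IROs 85.4% and 73.7% and for IFN-responsive microglia 39.8% and 31.4%. At an unadjusted p of 0.05, with the other clusters held fixed, a 4-fold drop of a cluster was found in 98.0% of 200 draws. An unchanged cluster was called in 6.50%.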

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

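The tests of the joint fit of both cell types, of exons shared with another gene, of matched random lists in microglia-like cells and of an experiment difference in IFN genes alone were chosen only after the results were seen, and so was the size at which free RNA was judged.

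IRO genes were lower in *Rag1*-/- than in wild-type white matter also in the oligodendrocytes outside the IRO cluster, which the paper does not report. The median log2 fold change of the 27 genes was −1.20 there and −1.80 in all oligodendrocytes, and in both 26 of the 27 were lower. Outside the cluster it lay between −1.43 and −0.67 under the alternatives and with libraries left out. A smaller number of IROs with no change in other oligodendrocytes would leave a median near 0 outside the cluster, but random lists matched on expression gave −0.11 to 0.20 there in the middle 95% of 10000 draws. Cells close to the border of the cluster stay open, since Oligo2 cells were IFN-high in 0.775% and 1.56% of wild-type cells and in 0.278% to 0.676% of *Rag1*-/- cells. For all oligodendrocytes, a difference in UMIs per cell is argued against by thinning each cell to 1000 UMIs. There the 15 genes still tested had a median of −1.15, against −1.40 for the same genes without thinning. Outside the cluster, thinning is among the alternatives whose range is given above. A strain difference at the MHC locus or its reads is argued against in all oligodendrocytes by the 22 genes outside the MHC. They had a median of −1.70, with 21 lower, against −2.18 for the 5 MHC genes. The list was not split by locus outside the cluster. Different gene annotations would change a gene alike in all cell types. However, the IRO genes fell further over all oligodendrocytes than in microglia-like cells, with a median difference of −1.12. This difference passed under camera alone once adjusted. For a shift between the experiments that all genes share, the medians of random lists in all oligodendrocytes began at −0.10, but scaling by TMM centers all genes near 0, so these lists do not test it.

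Free RNA from other cells was weighed for the same pattern. In white matter oligodendrocytes outside the IRO cluster, the IRO genes made up 1069 and 747 CPM in wild-type and 470, 444 and 551 CPM in *Rag1*-/- libraries. Microglial genes and T cell genes counted in these oligodendrocytes, scaled by the levels of microglial and T cell-like cells, account for 13.9% of the difference of 419.4 CPM. In wild-type libraries the microglial cells were the microglia-like cells. In *Rag1*-/- white matter they were a larger set of 3654, 712 and 1389 cells, against 3355, 483 and 1035 microglia-like cells. In oligodendrocytes outside the IRO cluster, wild-type white matter library 2 held less microglial RNA (0.392%) than all 3 *Rag1*-/- libraries (0.783%, 0.486% and 0.682%). It nevertheless held more IRO-gene RNA there than each of them. IRO cells of wild-type white matter held 8156 and 4657 CPM of the 29 genes, less than microglia-like cells (9258 and 7108) and T cell-like cells (14020 and 12190), so other cells are rich enough to be a source. RNA of macrophages and NK cells was not included in this estimate.

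Cells at the border of the cluster, a shift that all genes share and RNA of macrophages and NK cells stay open, as given above. So does a difference between the experiments that touches IFN genes alone, or the strain outside the MHC. The number of experiments that hold both genotypes is 0, so such a difference and the lack of lymphocytes cannot be told apart. The lack of lymphocytes, which the design names, is a further open explanation and was not tested apart from the experiment.

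Microglia-like cells, whose wild-type cells of these libraries the paper does not analyse, also had lower IFN genes in *Rag1*-/- white matter. The 16 genes shared by IROs and IRMs had a median log2 fold change of −0.996 with 15 lower (camera, adjusted p = 4.4e-09 over 17 lists). This did not pass under fry (unadjusted 0.0821, adjusted p = 0.129) or with an estimated correlation (unadjusted 0.120, adjusted p = 0.226). In a fit of 12070 genes, 2 of them were called. The list of type I IFN-stimulated genes gave −1.10, with 19 of 19 lower (camera, adjusted p = 3.8e-11). Under fry it passed unadjusted (0.0434) but not over the lists (adjusted p = 0.105). IFN-γ-induced genes went both ways, with 8 of 16 higher, a median of −0.0500, a mean of 0.236 and a test in the lower direction (camera, adjusted p = 0.407). MHC class I presentation gave −0.34, with 10 of 12 lower (camera, adjusted p = 2.1e-04; fry, adjusted p = 0.129). Matched random lists, of which the middle 95% began at −0.14 and ended at 0.16, are centered by TMM as well and do not test a shift that all genes share. With each white matter library left out, the median of the shared genes lay between −1.36 and −0.53. Microglia-like cells come from the same libraries as the oligodendrocytes and share their free RNA and their experiments, so they are no separate evidence, and the difference between experiments stays open here too. An effect of lymphocytes on microglia is open as well and was not tested.

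The change of the IRO genes differed between the cell types. In a joint fit with the library as a block and 13794 genes, the genotype difference in oligodendrocytes minus that in microglia-like cells had a median of −1.12 over 27 genes, with 25 below 0. Camera passed (adjusted p = 9.3e-13 over 3 lists). Fry passed unadjusted (0.0359) but not over the 3 lists (adjusted p = 0.108), and the estimated correlation passed in neither way (unadjusted 0.0863, adjusted p = 0.259). For the 16 shared genes the median was −1.002, with 12 of 16 below 0 (camera, adjusted p = 0.00874; fry, adjusted p = 0.157), and for type I IFN-stimulated genes −1.01, with 13 of 19 below 0 (camera, adjusted p = 0.00254; fry, adjusted p = 0.138). In microglia-like cells alone the IRO genes had a median of −0.49, with 4 of 27 higher (camera, adjusted p = 4.3e-07; fry, adjusted p = 0.113). The IRO list was chosen by the authors for oligodendrocytes, which may favor a larger change there.

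Over all genes tested, 119 were called between *Rag1*-/- and wild-type white matter oligodendrocytes, 92 higher and 27 lower. DNA of another strain around the targeted gene is argued against, since 2 of 114 called genes with a position (1.75%) and 184 of 12919 others (1.42%) lie within 20 Mb of *Rag1* (Fisher's exact test, two-sided p = 0.679). In microglia-like cells, 110 of the 119 genes were tested, and 80 were called the same way, 67.2% of all called genes, with 0 called the opposite way. This share lies between those set beforehand for and against different gene annotations behind the counts, so for the called genes as a whole this explanation and a change in all cell types cannot be told apart. For the 80 shared genes a difference of annotation is a candidate explanation: of 76 with a position, 44 (57.9%) have exons that overlap another gene on the same strand, against 949 of 11076 others (8.57%; Fisher's exact test, two-sided p = 4.1e-27). Of the other called genes 8 of 38 do, and of the IRO genes 5 of 27. Since genotype and experiment coincide, strain, experiment and genotype stay open for the rest.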

How the results depend on the processing

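The tests on all genes of the oligodendrocyte table, on other ways of counting T/NK cells and on the difference between cell types were chosen only after the results were seen. All other alternatives were set before the data were examined. Taken with those chosen afterwards, which gave 18 values, they gave 827 values for 85 results, of which 671 kept direction and side of the threshold, 86 no longer passed, 21 newly passed, 40 moved and 9 changed sign. Of 27 results that answer a comparison, 219 of 263 values were kept. Of 54 single genes, 427 of 518 were kept and 71 no longer passed. Of 10 shares of cells 84 of 98 values were kept, and of 6 gene lists 67 of 69.

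The lower IRO share in *Rag1*-/- white matter was kept under every alternative and library left out, between −2.47 and −1.50, and so was the higher IRO share in wild-type white matter, between 2.80 and 3.76. The IRO list between genotypes stayed between −2.41 and −0.87 and outside the IRO cluster between −1.43 and −0.67. Between tissues the IRO list stayed between 1.30 and 2.70 and the list of age-related oligodendrocytes between 1.22 and 1.42. The interaction of genotype and tissue in the IRO share did not pass under any of them (p from 0.0631 to 0.308).

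Calls of genes between genotypes numbered 119, with 195 under DESeq2, and 80 to 137 with libraries left out. With all genes of the oligodendrocyte table, chosen after seeing the data, there were 1113, since genes listed for 1 genotype alone enter as 0 in the other. With the batch number as a block, which pairs libraries by number and not by experiment, there were 126. Between tissues 131 genes were called, with 282 under DESeq2, 62 with the compared groups alone, 54 with cells thinned to 1000 UMIs, 1374 with the mouse pool as replicate block, and 2 to 107 with libraries left out (2 without gray matter library 2, 56 without gray matter library 1 and 37 without white matter library 2). Thinning leaves fewer genes to test. A fit of fewer libraries has fewer degrees of freedom. The block of the mouse pool takes up differences between pools and leaves 1 residual degree of freedom. Apart from that, the cause was not tested.

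With an estimated correlation between genes, the list of age-related oligodendrocytes between genotypes no longer passed unadjusted (−0.37, 0.0579), nor did the difference between cell types (−1.12, 0.0863). In microglia-like cells the IFN-γ-induced genes, in place of the shared genes, gave −0.0500 (unadjusted 0.346), and with libraries left out the shared genes gave −1.36 to −0.53.

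Among cluster comparisons, 195 genes differed in IROs, with 102 under DESeq2, 355 against homeostatic cells, 39 without a replicate block and 97 to 192 with libraries left out (97 without wild-type white matter library 2). For IFN-responsive microglia 333 genes differed, with 192 without a replicate block and 215 to 261 with libraries left out (215 without *Rag1*-/- gray matter library 1). Their top 50 genes shared 10 without a filter on low counts and 3 to 7 with libraries left out (3 without wild-type white matter library 2), numbers that the filter limits through the genes it keeps. *Serpina3n* in IROs changed sign against homeostatic cells, from −0.16 to 0.60 (adjusted p = 3.9e-07), and was −0.25 to 0.11 with libraries left out (0.11 without wild-type white matter library 2). *Mbp* in white matter-associated microglia changed sign without a replicate block (0.0111), with thinned cells (0.0373) and with libraries left out (−0.135 to 0.0577). Without a replicate block *H2-K1* (0.74, adjusted p = 0.0718), *H2-D1* (0.89, 0.0907) and *B2m* (0.60, 0.287) no longer passed. For these the cause was not tested.

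For shares, the lower share of age-related oligodendrocytes in *Rag1*-/- white matter (−0.81, adjusted p = 0.0898) passed over all cells (−1.17, 0.0333), under DESeq2 (−0.82, 0.0325) and without *Rag1*-/- white matter library 2 (−0.54, 0.00965), with −1.04 to −0.54 over the libraries left out. Oligo1 no longer passed with TMM (−0.11, 0.119), over all cells (−0.35, 0.464) and without gray matter library 1 (−0.55, 0.0640), within −0.64 to −0.55 over the libraries left out. Oligo2 changed sign with TMM (0.36, 0.119) and over all cells (0.14, 0.736). TMM takes most clusters as unchanged. The cause was otherwise not tested. Unsummed subclusters gave no single value for Oligo1 or Oligo2.

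The T/NK-like share between genotypes lay between −2.33 and −2.04 with libraries left out, and did not pass without wild-type white matter library 2 (adjusted p = 0.0690) or *Rag1*-/- white matter library 3 (0.0554). Counted as T cell-like cluster alone it was −4.79, with *Cd3d* UMIs −7.36 and with the mixed cluster −2.27, all chosen after seeing the data. Between tissues it lay between 2.11 and 3.97, and did not pass without any 1 of the libraries (0.0532 to 0.161). The difference in IFN-high oligodendrocytes was −0.48 percentage points without thinning, −1.24 with at least 2 UMIs and −0.71 with at least 5 UMIs, and −1.31 to −0.83 with libraries left out. With cells thinned to 2000 UMIs it was −1.26, and with the IRO genes without MHC class I genes and *B2m* −1.33 (exact permutation p = 0.1 for each). Without thinning a mean of 41.9% of oligodendrocytes passes in wild-type white matter libraries, and fewer cells reach 5 UMIs by construction. With at least 2 UMIs the libraries of the genotypes overlapped (exact permutation p = 0.3). Depth limits the rest: 1 age-related oligodendrocyte and 6 IROs were seen in wild-type gray matter.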

Differences from the paper's values

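The count of top genes tested in both clusters was a test chosen only after the result was seen, and the other tests were chosen beforehand. The paper tested gene expression over cells and cluster shares over samples, whereas both were tested over libraries here.

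The top 50 genes of IROs and of IFN-responsive microglia shared 5 genes here, and the paper's value is 16. The filter on low counts fixed this number, since 45 of the 50 microglial genes were not tested in IROs, so it does not speak against the paper's value. Every alternative set before the data were examined also differed from the paper's value. They gave 10 genes with no filter on low counts, 4 with DESeq2, 4 with homeostatic cells as reference and 4 without a replicate block. Leaving out each library gave 7 and 3 (wild-type white matter), 6, 7 and 5 (*Rag1*-/- white matter) and 7 (*Rag1*-/- gray matter). Without the filter 45 of the 50 were tested in IROs, and in the other alternatives and with libraries left out 4 to 9. Of the paper's 16 genes, the 12 tested in IROs were called higher in both clusters, and all 5 genes found here are among them. The IFN-responsive microglia compared here are those of the *Rag1*-/- libraries, while the paper's also come from wild-type libraries that were not used here.

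For the shares of IROs in oligodendrocytes, the paper's values of about 3.0% and about 5.9% in wild-type and about 1.0% in *Rag1*-/- white matter in Fig. 3e, read by eye, are those found here (3.00%, 5.87% and a median of 1.04%). As shares of all cells they would be 3.10% for the higher wild-type library and 0.511% for the *Rag1*-/- median.

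The paper states that white matter-associated microglia are enriched in *Mbp* transcripts. Its methods also describe in situ hybridization of *Mbp* in sections of aged wild-type mice, which was not analysed here. Its joint set of microglia also holds wild-type cells, so the values here do not cover the cells behind its statement. Between white matter-associated and homeostatic microglia of the 4 *Rag1*-/- libraries, *Mbp* had a log2 fold change of −0.02 (adjusted p = 0.921, edgeR), with 1 of 4 libraries higher. It was 0.0111 without a replicate block and 0.0373 with cells thinned to 1000 UMIs, and −0.135 to 0.0577 with each library left out, with adjusted p from 0.520 to 0.996 over these alternatives.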

Other observations

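None of the tests on doublets of the IRO cluster was chosen after its result was seen. The comparisons of lymphoid clusters, immunoglobulin genes, Y-linked genes and hemoglobin were. Values for Y-linked genes are not reported here.

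Doublets of T cells and oligodendrocytes are argued against as a source of IROs. In wild-type white matter, 3.95% of IROs and 2.95% of other oligodendrocytes had a UMI of a T cell gene, a ratio of 1.34, and within libraries the ratios were 1.05 and 1.14. Doublets with microglia are argued against by the microglial UMIs per cell, which were 1.14 times those of other oligodendrocytes over both wild-type white matter libraries and 0.893 to 1.02 times within white matter libraries.

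In white matter of *Rag1*-/- mice, IROs themselves held less IFN-stimulated RNA, a value with no test since the cluster is drawn on it. They were IFN-high in 7.69%, 5.88% and 9.09% of cells, against 20.7% and 18.7% in wild-type white matter. The 29 IRO genes made up 2961, 2842 and 3036 CPM of them, against 8156 and 4657 CPM. Their *Ifit3* level was 16.0 ± 16.3 CPM (SD, n = 3) against 187 ± 57.3 CPM (SD, n = 2).

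The share of age-related oligodendrocytes was 13.8%, 6.99% and 15.8% in *Rag1*-/- white matter, a mean of 12.2% ± 4.61 (SD, n = 3), and its log2 fold change against wild-type white matter was −0.81 (SE 0.369, adjusted p = 0.0898, edgeR; exact permutation p = 0.1). All 3 libraries lay below both wild-type libraries. Of the 94 genes tested of these cells, 87 were lower between genotypes, with a median of −0.37 (camera, adjusted p = 4.8e-15; fry, adjusted p = 0.0862), outside the middle 95% of random lists (−0.06 to 0.05). Of these, 2 passed over all genes tested and 12 when adjusted over the list alone.

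Other lists gave these medians between *Rag1*-/- and wild-type white matter oligodendrocytes, with the number of genes tested. Oligo1 genes had −0.12 (14 genes, 8 lower; camera, adjusted p = 0.390) and Oligo2 genes 0.29 (49 genes, 43 higher; camera, adjusted p = 5.9e-09; fry, adjusted p = 0.0862). The genes specific to IRMs in Fig. 4e had −0.43 (22 genes, 18 lower; camera, adjusted p = 0.0228; fry, adjusted p = 0.492) and those specific to IROs −0.97 (34 genes, 32 lower; camera, adjusted p = 6.4e-25; fry, adjusted p = 0.0469). T cell genes had −4.62, or −4.26 with a gene at 0 set to its bound (5 genes, 5 lower; camera, adjusted p = 2.7e-08; fry, adjusted p = 0.0469), of which 0 passed over all genes tested and 5 when adjusted over the list alone. The 1 gene tested of CD8 T cells had −3.17 (camera, adjusted p = 0.0581), B cell genes −2.88 (3 genes, adjusted p = 0.130) and innate lymphoid genes −0.28 (2 genes, adjusted p = 0.655). Oligodendrocyte genes had −0.08 (10 genes, adjusted p = 0.219), microglial genes −0.32 (10 genes, adjusted p = 0.755) and choroid plexus genes −0.06 (2 genes, adjusted p = 0.755). Hemoglobin genes had 7.90, or 7.42 with a gene at its bound (4 genes, 4 higher; camera, adjusted p = 5.7e-05), which did not pass under fry (adjusted p = 0.149).

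Between white and gray matter of wild-type mice, the shared genes of Fig. 4e had a median of 2.20 with 15 of 16 higher (fry, adjusted p = 0.0305), of which 4 passed over all genes tested and 13 when adjusted over the list alone. Type I IFN-stimulated genes had 2.83, or 1.804 with genes at 0 set to their bounds (fry, adjusted p = 0.0566), IFN-γ-induced genes 0.96 (fry, adjusted p = 0.465) and MHC class I genes 2.21 (fry, adjusted p = 0.130). Oligo1 genes had −0.79 (fry, adjusted p = 0.0287) and Oligo2 genes 0.53 (fry, adjusted p = 0.0633). T cell genes had 2.61, or 1.11 with bounds (fry, adjusted p = 0.239), CD8 genes 3.14, B cell genes 0.84 and innate lymphoid genes −0.69. Oligodendrocyte genes had 0.14, microglial genes −0.83, choroid plexus genes 2.11 and hemoglobin genes −11.3 (fry, adjusted p = 0.252). The genes specific to IRMs had 0.26 and those specific to IROs 1.73.

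In white matter-associated microglia of the *Rag1*-/- libraries, *H2-K1* was higher than in homeostatic microglia by 0.73 (adjusted p = 1.7e-07, edgeR), *H2-D1* by 0.86 (3.6e-08) and *B2m* by 0.55 (9.2e-05), each in 4 of 4 libraries. Of 12 MHC class I genes, 7 were called higher. Of 10 oligodendrocyte transcripts, 0 were called higher and 3 had a value above 0. The fit called 1866 of 10536 genes higher and 1594 lower.

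A T cell-like cluster of 41 *Rag1*-/- cells had *Il7r* in 97.6%, *Thy1* in 85.4%, *Tcrg-C4* in 70.7%, *Cd3g* in 65.9%, *Gata3* and *Rora* in 63.4% each and *Il1rl1* in 29.3% of cells, with *Cd8b1* and *Cd4* in 0. Of 362 wild-type T cell-like cells, 77.9% had *Cd8a*, 77.3% *Cd8b1* and 13.5% *Cd4*. *Cd8a* is not listed for the *Rag1*-/- libraries.

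Counts that differ between single libraries were also seen. *Igkc* had 1449 UMIs in wild-type white matter library 1 and 72 in library 2, and 16, 0 and 15 in *Rag1*-/- white matter. *Ighm* had 732 and 1237 UMIs in wild-type and 4260, 1077 and 2023 in *Rag1*-/- white matter. In oligodendrocytes *Hbb-bs* reached 615 CPM in wild-type gray matter library 2 and 366 CPM in the *Rag1*-/- gray matter library. No biological explanation was tested for these.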
